# Transcriptomic and network analyses reveal distinct nitrate responses in light and dark in rice leaves (*Oryza sativa* Indica var. Panvel1)

**DOI:** 10.1038/s41598-020-68917-z

**Published:** 2020-07-22

**Authors:** Ravi Ramesh Pathak, Annie Prasanna Jangam, Aakansha Malik, Narendra Sharma, Dinesh Kumar Jaiswal, Nandula Raghuram

**Keywords:** Plant molecular biology, Plant signalling

## Abstract

Nitrate (N) response is modulated by light, but not understood from a genome-wide perspective. Comparative transcriptomic analyses of nitrate response in light-grown and etiolated rice leaves revealed 303 and 249 differentially expressed genes (DEGs) respectively. A majority of them were exclusive to light (270) or dark (216) condition, whereas 33 DEGs were common. The latter may constitute response to N signaling regardless of light. Functional annotation and pathway enrichment analyses of the DEGs showed that nitrate primarily modulates conserved N signaling and metabolism in light, whereas oxidation–reduction processes, pentose-phosphate shunt, starch-, sucrose- and glycerolipid-metabolisms in the dark. Differential N-regulation of these pathways by light could be attributed to the involvement of distinctive sets of transporters, transcription factors, enriched cis-acting motifs in the promoters of DEGs as well as differential modulation of N-responsive transcriptional regulatory networks in light and dark. Sub-clustering of DEGs-associated protein–protein interaction network constructed using experimentally validated interactors revealed that nitrate regulates a molecular complex consisting of nitrite reductase, ferredoxin-NADP reductase and ferredoxin. This complex is associated with flowering time, revealing a meeting point for N-regulation of N-response and N-use efficiency. Together, our results provide novel insights into distinct pathways of N-signaling in light and dark conditions.

## Introduction

A major challenge in improving crops for input use efficiency is to understand and optimize the inputs for various agroclimatic conditions including light and photoperiod, soil type, altitude, humidity etc. Nitrogen (N) is quantitatively the most important fertilizer input for intensive cropping, but globally, nitrogen use efficiency (NUE) is as low as 30–40% for various crops, which is a major cause for economic losses and environmental consequences of N pollution^1^. Rice has the least NUE among cereals and therefore tops all other crops in N-fertilizer consumption in India^2^. The molecular aspects of nitrate transport, assimilation, signalling and crosstalk with water, hormone, and development are better understood than the biological determinants of crop nitrogen use efficiency^3–14^. Characterization of the phenotype for NUE will be crucial for progress in this regard^15^.

Nitrate is taken up into the cell by a family of transporters and converted into ammonium ions by the serial action of nitrate reductase (*NR*) and nitrite reductase (*NiR*), followed by their assimilation into amino acids through the glutamine synthetase and glutamate synthase (GS-GOGAT) cycle. This requires 2-oxoglutarate (2-OG) from the carbon metabolism and hence coordination between C and N metabolism^4^. Transcriptomic studies have revealed thousands of nitrate-responsive genes in Arabidopsis^3,16–18^, rice^19–23^ and maize^24^. They include those involved in metabolism, redox balance, signaling, stress, hormones, development etc., indicating their possible role in NUE^6,8,10,25,26^. Heterotrimeric G-protein gamma subunit has been identified as a QTL for NUE in rice^27^, while the beta subunit has been shown to mediate nitrate-responsive root development^28^. G-proteins were implicated in light regulation of NR gene expression in our earlier studies in maize^29,30^ and rice^31^. Our transcriptome studies in G-protein mutants showed their role in other nitrogen and/or stress responses^32–36^.

Light is an important regulator of plant N-responses, both through photosynthesis and C/N balance, as well as through light signaling^37^. Light promotes N uptake and/or assimilation in maize^29^, rice^38^ and Arabidopsis^39,40^. Recently, elongated hypocotyl 5 (*Hy5*), a positive regulator of light signalling, has been shown to enhance nitrate uptake in Arabidopsis^40^. Interestingly, N regulates flowering time by modulating a blue-light receptor cryptochrome 1 (*CRY1*) in Arabidopsis^41^. Sucrose mimics light-responses and its exogenous application induces NR activity possibly via hexose’s sensor independent N-signalling pathway in Arabidopsis^42^. Further, metabolite sensor *SNRK1* regulates NR and sucrose phosphate synthase activity and therefore controls both N and C metabolism^43^.

Most of the above information on the role of light in N-response was based on Arabidopsis and not on crop plants. Therefore, to delineate the molecular basis of light-dependent and independent nitrate response, we analysed the nitrate-responsive leaf transcriptomes of light-grown and etiolated rice seedlings in this study.

## Results

### Delineation of nitrate responses in etiolated and light-grown rice seedlings

The experimental conditions for analysis of nitrate response in excised leaves of etiolated and light-grown 10-days old rice seedlings were confirmed as follows. Etiolated seedlings were pale yellow in colour and showed significantly (p < 0.05) elongated mesocotyl and coleoptile length compared to light-grown condition (Fig. 1A,B). The leaf chlorophyll contents (chl-a and chl-b) were relatively higher in light-grown seedlings, as expected (Fig. 1C). The optimum concentration for nitrate treatment of excised leaves was determined by a dose–response analysis of NR activity and 120 mM KNO_3_ was found to be optimum in light and dark conditions (Fig. 1D). The NR activity was much higher in light as compared to dark condition at all doses of nitrate (Fig. 1D). This was also true for transcript levels of *NR* and *NiR* at the optimum nitrate dose (Fig. 1E). These results confirmed the conditions of etiolation and nitrate treatments for microarray analysis.

**Figure 1:**
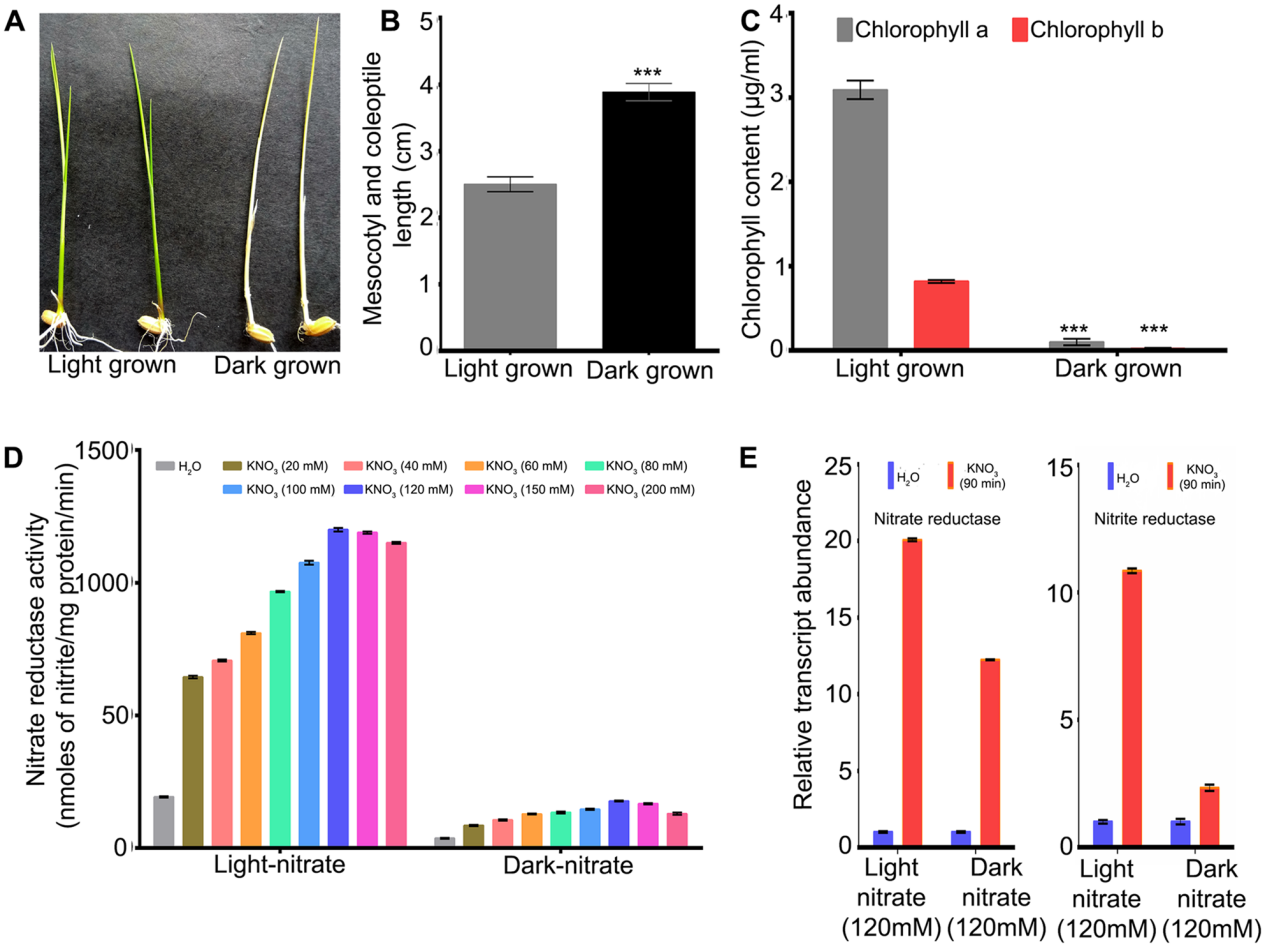
Phenotypic, physiological and molecular analyses of nitrate responses in 10 days old light-grown and etiolated seedlings in rice. (**A**) Representative image of light-grown and etiolated seedlings. (**B**) Mesocotyl and coleoptile length of light-grown and etiolated seedlings and data represent the average of 16 seedlings. (**C**) Leaf chlorophyll content. The data represents the means ± SD of three independent biological replicates. (**D**) Effect of nitrate doses on nitrate reductase activity in the leaves of light-grown and etiolated seedlings. (**E**) Relative expression level of nitrate reductase and nitrite reductase genes in the leaves of light-grown and etiolated seedlings treated with either water (control) or 120 mM nitrate for 90 min, determined by qRT-PCR. ***p value < 0.001.

### Nitrate-responsive leaf transcriptomes in light and dark

Genome-wide expression profiling of nitrate-response was carried out by microarray analysis using leaves from ten days old etiolated and light-grown rice seedlings treated with or without 120 mM KNO_3_ for 90 min under light and dark conditions. 

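Leaf RNA of nitrate-treated and water-treated seedlings was hybridised together on 2-colour Agilent rice arrays, with 2 biological replicates in light and 2 in dark, so that 4 arrays were analysed. Each array carries 44407 spots, of which 1417 are controls and 42990 are 2 spots each of 21495 probes. The paper gives a nitrate treatment of 90 min and growth at 28 °C, whereas the sample labels give 2 h and 25 °C. Dyes were flipped between the replicates, and the labels name the dye of each channel but not which channel holds the nitrate-treated RNA. The direction was therefore taken, by a rule set before the data were examined, from the paper's log2 fold changes of the probes called significant in Tables S1 and S2. Of each of these tables the first 1998 rows were held, with 25097 and 19497 further rows not used here. The mean log2 ratio of channel 1 over channel 2 correlated with the paper's values at -0.998 over 23 probes in light and at -0.988 over 16 probes in dark, so channel 2 was read as nitrate in both conditions. The direction of change is therefore not independent of the paper. Nitrate was labelled with Cy5 in replicate 1 and with Cy3 in replicate 2 of each condition. The authors deposited the scanner output, in which Feature Extraction had already subtracted the background and balanced the dyes. From the processed intensities, log2(nitrate/water) was calculated, normalized by loess within each array and averaged over the 2 spots of a probe. Between 7 and 60 spots per array were left out as outliers. In the nitrate channel, 79.0% and 75.5% of spots were well above background in light replicates 1 and 2, and 75.7% and 77.5% in dark replicates 1 and 2. The median red signal was 1263 on the array of light replicate 2 and 267 to 445 on the other arrays. With 2 arrays per condition, the number of arrays limits the precision of every ratio. All 4 arrays were fitted together by limma, so that light and dark share 1 estimate of the spread. Each SE given for a log2 ratio is limma's moderated SE from this fit.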

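Across probes, the log2 ratios of nitrate over water correlated at r = 0.449 between the 2 light replicates and at r = 0.462 between the 2 dark replicates. Between light and dark arrays, the pair with nitrate in Cy5 correlated at -0.00786 and the pair with nitrate in Cy3 at 0.317. The pairs of opposite dye gave 0.0145 and 0.119. Probes are not independent replicates, so no p-value is attached to these 6 correlations. Each array was thus closer in its ratios to the other replicate of its own condition than to either array of the other condition. Over the probes called in neither condition this did not hold, as the pair with nitrate in Cy3 correlated at 0.287, against 0.181 between the light replicates and 0.237 between the dark replicates.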

Hierarchical clustering of expression values obtained for light- and dark nitrate-treated samples revealed similar trends among the two independent biological-cum-flip dye replicates (Fig. S1). Scatter plots of replicates revealed high correlations between replicates (R^2^ = 0.9795 for light-nitrate and R^2^ = 0.9561 for dark nitrate) (Fig. 2A,B), indicating data quality and reproducibility. 

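Across probes, the log2 processed signal of the nitrate channel gave R2 = 0.985 between the 2 light replicates and R2 = 0.971 between the 2 dark replicates. Between conditions, the same signal gave R2 = 0.849 for light replicate 1 with dark replicate 1 and R2 = 0.861 for light replicate 2 with dark replicate 2. The choice that moved these values most was the quantity compared: for the log2 ratios of nitrate over water, R2 was 0.201 in light and 0.214 in dark.

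**Figure D1:**
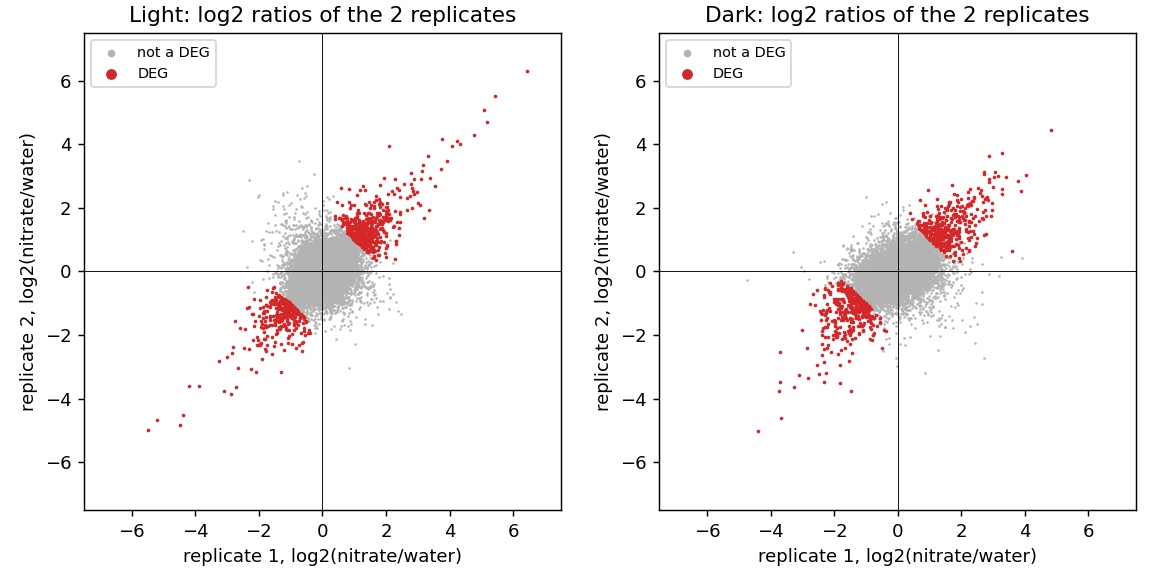
Log2(nitrate/water) of each probe in replicate 1 (horizontal axis) against replicate 2 (vertical axis), in light (left) and dark (right). Red points are the 803 DEGs in light and the 759 DEGs in dark, each changed in the same direction in both replicates, and grey points are the other probes.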

A geomean cutoff (log_2_FC) of ± 1 and p value ≤ 0.05 were used to define the differentially expressed genes (DEGs). 

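With Benjamini-Hochberg adjustment of limma's p-values at 0.05, 67 of 21494 probes passed in light and 48 of 21494 in dark, and each of them also had an absolute log2 ratio of at least 1. Without adjustment and at any fold, 3454 probes passed in light and 3408 in dark. The number passing after adjustment at any fold varied with the settings. It rose to 806 in light under the normexp background correction and to 522 in dark when dim probes were left out. At most 271 of those 806 also had an absolute log2 ratio of at least 1. It fell to 0 in both conditions with the log ratio of Feature Extraction or a replicate block. The smallest adjusted p was 0.0146 in light and 0.0476 in dark. In the parts of Tables S1 and S2 held, the paper calls 23 probes significant in light and 16 in dark after adjustment. By the paper's values 1 of the 23 and 0 of the 16 had an absolute log2 fold change of at least 1, the 1 being the citrate transporter probe A_71_P121517. The processed-signal ratios of these probes differed between the 2 arrays by at most 9.05e-04 on the log2 scale in light and 6.63e-04 in dark, against a median difference of 0.294 and 0.301 over all probes.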

Multiple testing corrections using Benjamini–Hochberg adjusted p value were tried but not considered, as they produced many false negatives by eliminating many well-known N-responsive genes obtained from qualifying our geomean cutoff (log_2_FC) of ± 1 (Tables S1, S2). 

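With an absolute log2 ratio of at least 1 and an unadjusted p of at most 0.05 by limma, light had 1.06 times as many DEGs as dark. Of the alternatives that keep the unadjusted p and all arrays, the normexp background correction moved the counts most, to 271 DEGs in light and 222 in dark. When probes not well above background were left out, 689 probes were DEGs in light and 705 in dark. The ratio without loess, a setting chosen after seeing the data, gave 803 and 819, and without dark replicate 1, 799 were called in light and 860 in dark. Which condition had more DEGs therefore changed with these choices.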

An overview of global gene expression using volcano plots showed that nitrate regulates substantially more DEGs in light as compared to dark condition (Fig. 2C,D). Data analysis revealed 303 nitrate-responsive DEGs in light (176 up- and 127 down-regulated) and 249 DEGs under dark condition, with 124 up- and 125 down-regulated genes (Fig. 2E). 

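By limma, 803 probes were DEGs in light, 490 up and 313 down, and 759 in dark, 389 up and 370 down. Without dark replicate 2, 1468 were called in dark. All of the DEGs changed in the same direction on both arrays, and 498 light and 472 dark DEGs passed an absolute log2 ratio of 1 on both. In all, 675 light and 651 dark DEGs were well above background in at least 1 channel on both arrays, and 128 and 108 were not. A one-sample test without moderation called 283 probes in light (176 up, 107 down) and 236 in dark (133 up, 103 down) at the same thresholds, and 281 and 223 of these were also called by limma. The largest changes were ranked among the DEGs well above background in at least 1 channel on both arrays. The probes with the largest fitted increase in light were those of nitrate reductase, a ferredoxin and nitrite reductase. In dark they were A_71_P114063 (at least 21.1-fold), nitrite reductase and nitrate reductase. Those with the largest fitted decrease were A_71_P103328 (at least 17.8-fold), A_71_P122651 (at least 14.3-fold) and the LTP family protein in light. In dark they were A_71_P128422 (at least 12.9-fold), A_71_P112305 and the F-box protein OsFBX207. The log2 ratio of A_71_P112305 was -4.14 ± 0.31 (SE), with its nitrate channel well above background on 1 of 2 arrays, and it was not called without moderation. The place of a probe with only a lower bound among the others is not known. A lower bound is given where 1 channel was not well above background on either array, and it sets the mean signal of the brighter channel, after loess and Aquantile normalization, against the lowest signal of the probes well above background or the dim probe's own, if higher.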

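Of the DEGs in light 61.0% increased (95% exact binomial interval 57.6% to 64.4%), and of those in dark 51.3% (47.6% to 54.9%), or 1.57 and 1.05 increased for each decreased DEG. The intervals treat probes as independent, which they are not. Under the normexp background correction, 70.1% of the light and 50.0% of the dark DEGs increased. The share was higher in light than in dark in each setting tried, by 4.75 percentage points without light replicate 1 and by 20.1 under the normexp correction.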

The ratio of up/down regulated genes was also higher in light, indicating substantial transcriptional reprogramming and molecular changes in light.

**Figure 2:**
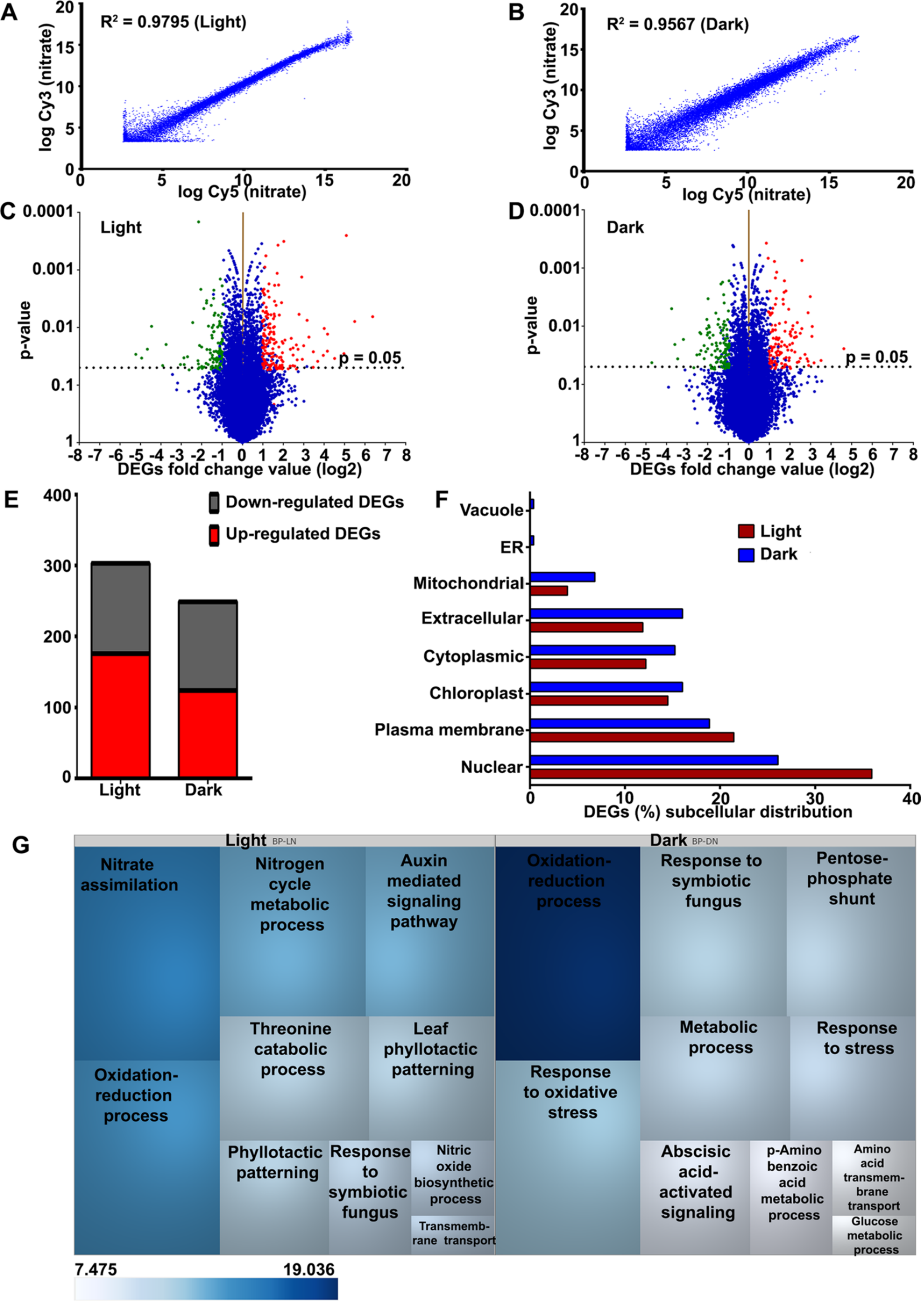
Analysis of nitrate-responsive leaf transcriptomes of light-grown and etiolated rice seedlings. Scatter plots show the correlation between the biological replicates of transcriptomes in light (**A**) and dark (**B**) conditions. The correlation coefficients of normalized ratios were calculated between the dye swapped nitrated treated samples in light (R^2^ = 0.9795) and dark (R^2^ = 0.9567). The volcano plots of microarray data are shown for light (**C**) and dark (**D**). The X-axis represents the fold change (log_2_) and p-value on Y-axis. The dashed horizontal line shown on the plots represents the p value cut-off (p = 0.05) and the genes above this line are statistically significant. Each transcript is represented by scattered dots. The red and green coloured scattered dots represent the up- and down-regulated DEGs, respectively. (**E**) Column graph shows the numbers of up-regulated or down-regulated nitrate-responsive genes in light and dark conditions. (**F**) Bar graph depicting the subcellular localization of DEGs-encoded proteins identified in light and dark. (**G**) The DEGs were functionally annotated into different biological processes using Expath tool. Top 10 statistically significant biological processes (P < 0.05) were visualized using TreeMap software (https://www.treemap.com/). The size of the box is inversely proportional to the ranking of the biological processes by p value and coloured according to their statistically significant p value (−log_2_). In other words, a biological process with the lowest p value has the biggest box size and its colour intensity shows its statistical significance. *BP-LN* biological process-light nitrate, *BP-DN* biological process-dark nitrate.

We have used CELLO tool (https://cello.life.nctu.edu.tw/)^44,45^ to predict the subcellular distribution of proteins encoded by nitrate-responsive DEGs in light and dark, which revealed that they are predominantly targeted to the nucleus, followed by plasma membrane, chloroplast and others (Fig. 2F). Their comparative analyses revealed that more such proteins were localized to the nucleus in light, whereas there were more extracellular proteins in the dark. The latter may be involved in etiolated phenotype in the dark, as genes encoding extracellular or cell wall proteins are known for their role in cell expansion^46^. The secretory nature and the presence of other signal peptides of proteins encoded by DEGs were analyzed using TargetP 2.0. We observed that a higher percentage of DEGs encoded proteins are non-secretory in nature in both light and dark conditions (Fig. S2).

To understand the nitrate-responsive biological processes, we functionally annotated the DEGs based on their GO enrichment analysis using ExPath tool^47^. It revealed that in addition to the expected enrichment of DEGs involved in nitrate signaling and metabolism, light-grown seedlings showed auxin-mediated signaling and leaf phyllotactic patterning, among others (Fig. 2G). However, in the dark, oxidation–reduction processes, pentose-phosphate shunt and oxidative stress response were the top-most significantly enriched GO terms for nitrate response (Fig. 2G). The details of GO-enrichment analyses are provided in Table S3.

To understand the biological processes that constitute nitrate-response, we mapped the DEGs and their expression values onto various cellular pathways/processes using MapMan (https://mapman.gabipd.org/mapman)^48^. The results were broadly similar to those from GO analysis, with nitrate-responsive changes to metabolism, cellular responses, regulation and hormone biosynthesis among others (Tables S4, S5). Further, a number of DEGs were found to be involved in development, biotic and abiotic stresses, suggesting signaling crosstalk between nitrate and stress responses in plants^26^. PageMan analysis revealed the over- and under-representation of different pathways affected by nitrate in light and dark conditions. The significantly enriched categories were photosynthesis, nitrogen metabolism, amino acid metabolism, carbohydrate metabolism, signaling and development among others (Fig. 3).

**Figure 3:**
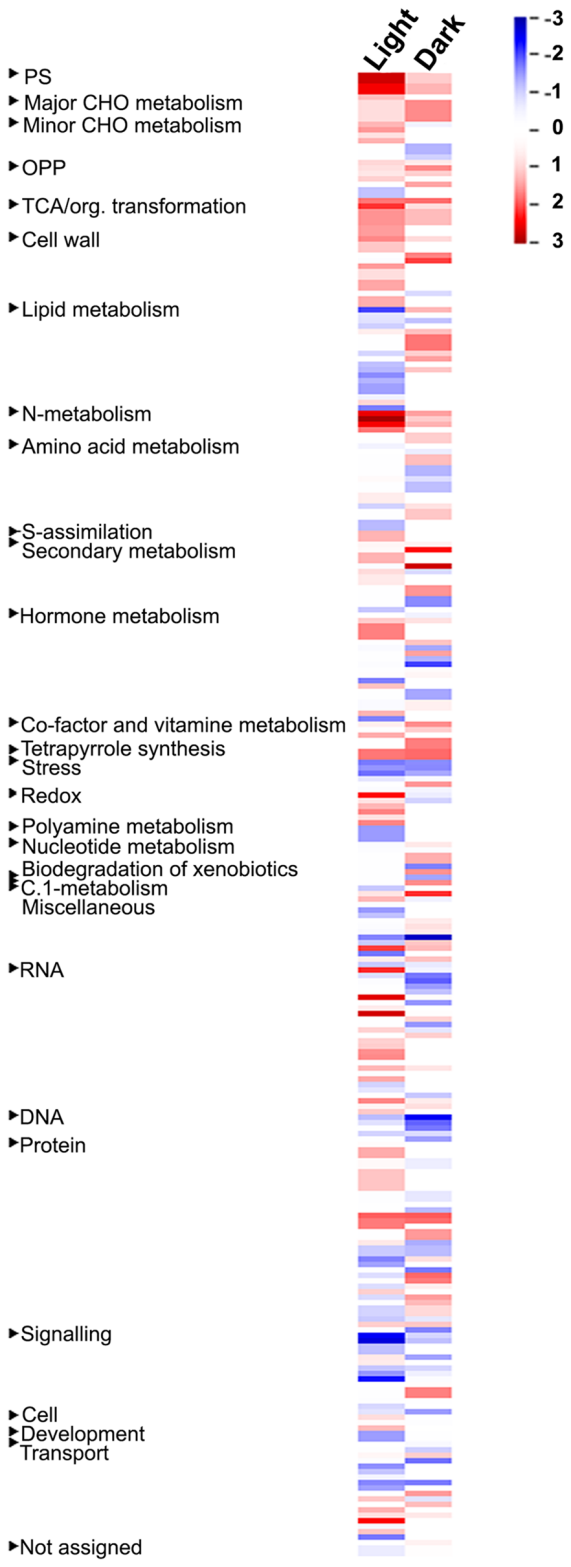
PageMan analyses of nitrate-responsive transcripts differentially expressed between light and dark conditions. Over- and under-represented nitrate-responsive pathways in light and dark conditions were analyzed in PageMan (https://mapman.gabipd.org/pageman) using Wilcoxon algorithm with default parameters. Bin names are shown to the left of the image and treatment conditions are mentioned at the top of the image. Significant functional groups are indicated by either red (over-represented) or blue (under-represented) colour according to the scale and details are provided in Fig. S3.

Further, ExPath-based comparative pathway analyses revealed the enrichment of statistically significant (p value < 0.05) pathways such as phenylpropanoid biosynthesis, nitrogen metabolism, phenylalanine metabolism, hormone signal transduction and photosynthesis in light, whereas in the dark, they were starch and sucrose metabolism, metabolic pathways, glycerolipid metabolism and N-Glycan biosynthesis (Table S6).

### Validation of N-responsive genes involved in nutrients, stress and development

To validate the expression profile of nitrate-responsive genes involved in nutrient, stress and development, 6 DEGs out of 8 tested DEGs encoding transporter, transcription factors and others showed statistically significant differences in qRT-PCR, thus validating the microarray results (Fig. 4).

**Figure 4:**
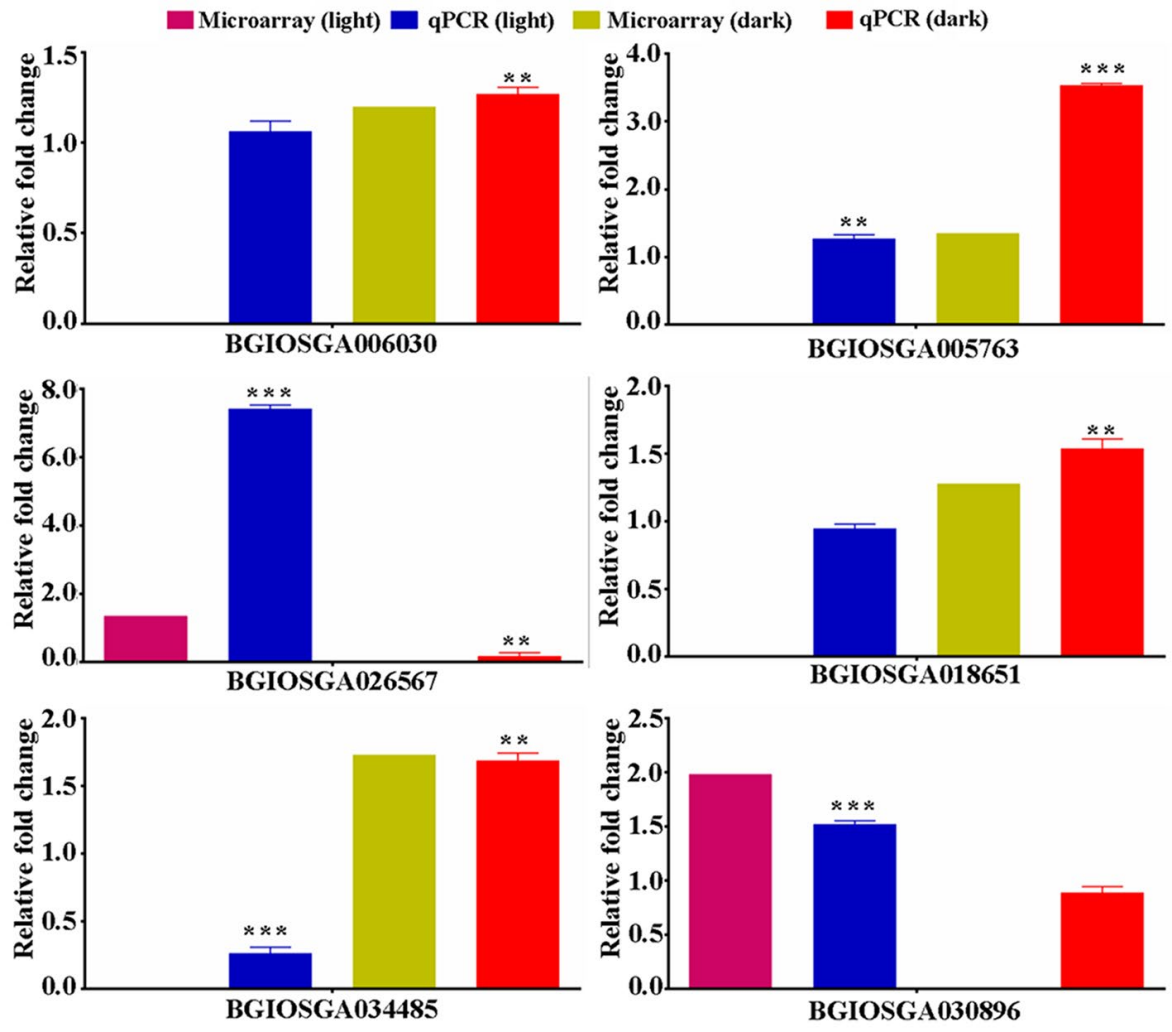
qRT-PCR validation of nitrate-responsive genes identified in light and dark conditions. Total RNA was isolated from control (H_2_O) and nitrate-treated leaves of 10 days old light-grown and etiolated rice seedlings. Relative transcript abundance was calculated by comparative Ct method using actin as a reference gene for data normalization. The data represent the mean ± SE of three technical replicates. Final relative fold change values (qPCR) of DEGs and their corresponding values obtained in microarray experiment were plotted for parallel comparison of DEG trends in qPCR and microarray experiments. To avoid additional bars and better clarity of the results, control value (H_2_O) obtained in qPCR were not included in the image. However, the statistical analyses were performed between control (H_2_O) and nitrate treated value (comparative Ct method) obtained by qPCR. Statistical unpaired T test analyses [control (H_2_O) vs. nitrate] were performed in the GraphPad Prism 6 software using technical replicates (**p value < 0.01, ***p value < 0.001). The experiments were performed with three independent biological replicates. MYB family transcription factors (BGIOSGA006030, BGIOSGA018651); universal stress protein domain containing protein (BGIOSGA005763); calcium-dependent protein kinase (BGIOSGA026567); efflux transporter of nicotianamine 1 (BGIOSGA034485); bHLH120 (BGIOSGA030896).

The details of these DEGs and corresponding primer sequences used for qRT-PCR are provided in Table S7. Three of them were up-regulated by nitrate in light but not detected in dark condition. They were, calcium-dependent protein kinase (Os08g0540400/BGIOSGA026567) and basic helix-loop-helix proteins *bHLH120* (Os09g0455300/BGIOSGA030896), *bHLH066* (Os03g0759700/BGIOSGA013600). However, universal stress domain containing protein (Os02g0707900/BGIOSGA005763), efflux transporter of nicotianamine 1 (Os11g0151500/BGIOSGA034485) and MYB family transcription factors (Os02g0618400/ BGIOSGA006030, Os05g0195700/BGIOSGA018651) were up-regulated by nitrate in the dark but not detected in light condition. 

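The arrays give each probe an accession and a description, such as nitrate reductase or an unknown expressed protein, but no locus identifier. These descriptions were not used to link probes to loci. A probe was taken for a locus when the mean of its processed-signal log2 ratios equalled the log2 fold change that Table S4 or S5 gives for the locus within 6e-06. This linked 290 of the 303 loci of Table S4 and 208 of the 222 loci in the 232 rows of Table S5 held, with 26 rows not held. With the tables' values shifted 40 times, a median of 0.660% of the light and 0.450% of the dark loci matched a probe by chance. The sign of a linked locus is thus not independent of the paper's. Identifiers other than LOC were linked to loci of the tables by chromosome and description. The calcium-dependent protein kinase (LOC_Os08g42750) had a log2 ratio of 1.36 ± 0.19 (SE, n = 2 arrays) in light and 0.62 ± 0.19 in dark. For bHLH120 (LOC_Os09g28210) it was 1.95 ± 0.14 in light and 1.26 ± 0.14 in dark, past the DEG threshold in both, though not in dark in the test without moderation. For bHLH066 (LOC_Os03g55220) it was 1.25 ± 0.19 in light and -0.98 ± 0.19 in dark, and past the DEG threshold in dark without dark replicate 2 (-1.26) or at a log2 ratio threshold of 0.95. Limma's adjusted p of the difference was 0.146 for bHLH066. The contrast between dark and light passed that threshold for bHLH066 alone.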

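The universal stress protein (LOC_Os02g47840) had a log2 ratio of 1.35 ± 0.24 (SE) in dark and 0.97 ± 0.24 in light, where it passed the fold threshold under median centring and without light replicate 1 (1.38), as it did a threshold of 0.95. The major facilitator transporter taken for efflux transporter of nicotianamine 1 (LOC_Os11g05390) rose at least 2.49-fold in dark, with its water channel not well above background. In light its log2 ratio was 1.12 ± 0.17, a DEG by limma but not under the normexp background correction, without moderation or without light replicate 2 (0.87). Of the MYB factors, LOC_Os05g10690 had 1.29 ± 0.15 in dark and 0.81 ± 0.15 in light. LOC_Os02g40530 had 1.31 ± 0.15 in dark and was not well above background in either channel in light. Under the normexp correction the calls in dark of the nicotianamine transporter and both MYB factors were lost. For the universal stress protein and LOC_Os05g10690 the contrast between dark and light did not pass the DEG threshold.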

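The log2 ratio of LOC_Os02g10780, taken for Os02g0202200, was -0.99 ± 0.13 (SE) in light, just short of the fold threshold, and -1.28 ± 0.13 in dark, where it was a DEG. Limma's adjusted p was 0.0855 in light and 0.0739 in dark. The light value passed the threshold with the log ratio of Feature Extraction and without light replicate 2 (-1.01), and it was past a threshold of 0.95. The difference between the conditions was -0.29 with an SE of 0.18.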

The SPX domain containing protein (Os02g0202200/BGIOSGA007749) was down-regulated in both light and dark. The reason for non-detected DEGs in microarray was their statistically non-significant expressions (Table S7). The qRT-PCR results of six DEGs confirmed their similar regulation as observed in the microarray experiments, thus validating them (Fig. 4).

### Organ association of the expression of identified N-responsive genes

As transcriptome analysis reveals only those genes expressed in the particular stage and tissue used (leaves of 10-days old seedlings in this case), it was of interest to examine how many of the N-responsive genes identified here are expressed in other stages/tissues of the rice plant. This allows to separate those genes that are ubiquitously expressed in most of the organs from those that are unique to specific organs/stages for further validation of their nitrate response. This was particularly relevant in view of the incomplete characterization of the phenotype for N-response/NUE. We therefore searched the *oryzabase* database (https://shigen.nig.ac.jp/rice/oryzabase/) and found that N-responsive DEGs were assigned to culm, root, leaf, spikelet, seed, heading date and panicle (Fig. 5). The availability of nitrate in the soil significantly affects the root system architecture^8,22^. Five root-associated N-responsive DEGs were identified only in light, including phytoene synthase (LOC_Os09g38320.1) and LTP family protein (LOC_Os02g44310.1). 

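Phytoene synthase (LOC_Os09g38320) had a log2 ratio of 1.55 ± 0.13 (SE) in light and 0.85 ± 0.13 in dark, and the difference of -0.70 did not reach the fold threshold. The LTP family protein (LOC_Os02g44310) fell at least 16.6-fold in light, with its nitrate channel not well above background. In dark its log2 ratio was 1.13 ± 0.23, a DEG by limma. This call was lost without dark replicate 1 (0.76), under the normexp background correction (0.75) and without moderation.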

Phytoene synthase (PSY) regulates carbon flux in carotenoid biosynthesis and is required to induce carotenogenesis-dependent ABA accumulation in root under different abiotic stress conditions^49,50^. The up-regulated expression of PSY in light may be associated with root inhibition by high nitrate in rice. Leaf is the primary organ for photosynthesis in rice and application of high N dose has been shown to reduce photosynthetic NUE^51^. 

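The zinc transporter LOC_Os04g52310 rose at least 1.89-fold in dark, with its nitrate channel well above background on 1 of 2 arrays and its water channel on neither. In light neither channel was well above background. The plastid terminal oxidase LOC_Os04g57320 had a log2 ratio of 1.44 ± 0.28 (SE) in light, a DEG that was not called without light replicate 2 (1.37), and 0.16 ± 0.28 in dark. The YABBY gene LOC_Os04g45330 rose at least 3.18-fold in light, with its water channel not well above background, and had -0.23 ± 0.19 in dark. Under the normexp background correction, the calls of the zinc transporter in dark and of the YABBY gene in light were lost. LOC_Os11g06720 was not analysed here.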

Among leaf-associated N-responsive DEGs, we observed up-regulated expression of Zn transporter 3 (LOC_Os04g52310.1) and ABA stress-ripening (LOC_Os11g06720.1) in light, whereas plastid terminal oxidases 1 (LOC_Os04g57320.1) and YABBY domain containing protein (LOC_Os04g45330.1) were up-reregulated in dark (Fig. 5 and Table S8).

**Figure 5:**
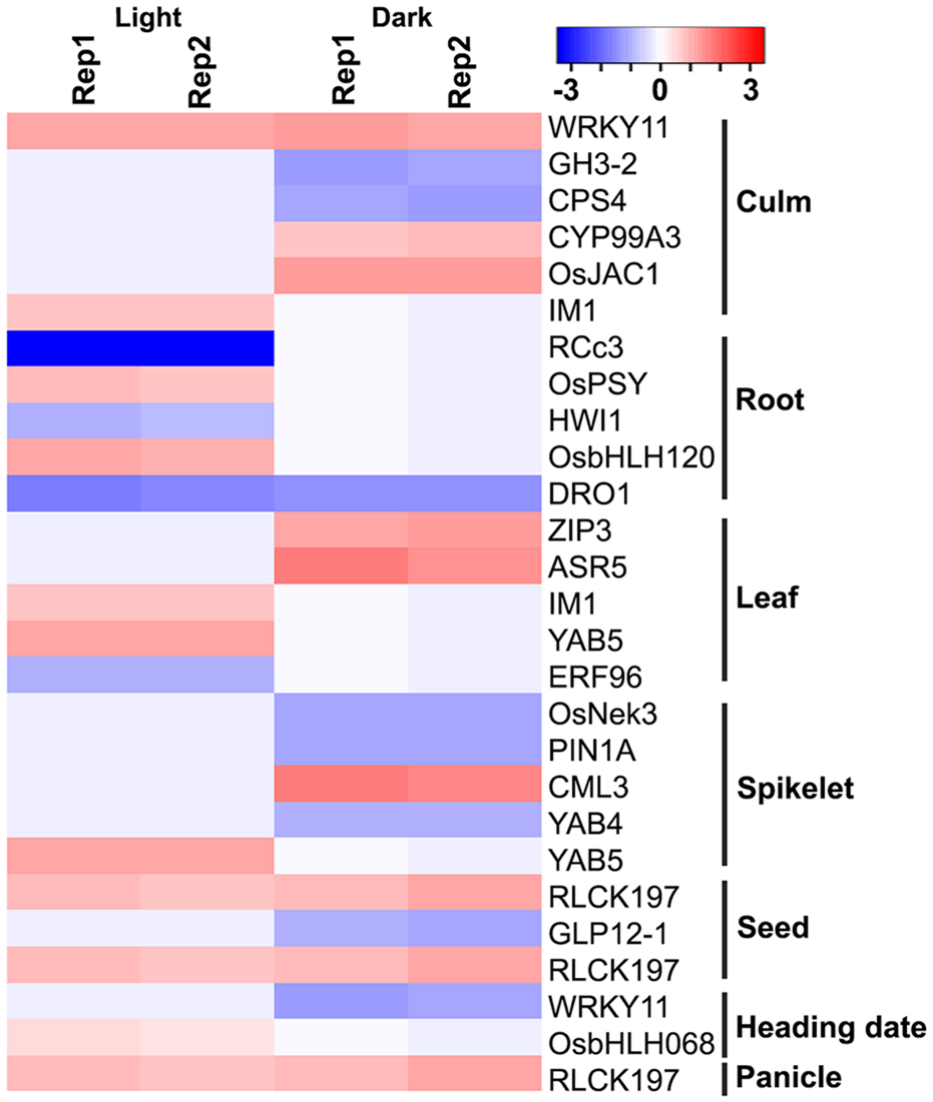
Organ-association of nitrate-responsive genes. The identified N-responsive DEGs were searched in Oryzabase database, catalogued and their expression presented as heat maps using heatmapper (https://heatmapper.ca/). The default colour scale shows the expression value of DEGs (calculated as z-scores) associated with culm, root, leaves, spikelet, seed, heading date and panicle. Rep1, replicate 1; Rep2, replicate 2. The symbols of genes were according to CGSNL.

Plastid terminal oxidase was differentially regulated during N starvation in lower organisms^52,53^, whereas YABBY domain containing proteins are known to regulate leaf morphology in plants^54^. A few DEGs were also associated with agronomically important traits (Table S8) indicating their regulation by nitrate in rice.

### Common and unique processes of N-response in dark and light

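Of the 21493 probes tested in both conditions, 622 were DEGs in light alone, 578 in dark alone and 181 in both, against 28.4 in both by chance (one-sided Fisher's exact test, p = 3.07e-96, odds ratio 10.1, with probes that are not independent). The count in both moved most without moderation, to 24, among alternatives that keep the unadjusted p. The contrast of the dark against the light response called 1400 probes by limma at the same thresholds (2285 without dark replicate 2), 640 with the higher log2 ratio in dark and 760 with the higher in light. After Benjamini-Hochberg adjustment limma called 0 probes at 0.05, with a smallest adjusted p of 0.0602, against 3377 probes at an unadjusted p of at most 0.05 and any fold. The test without moderation also called 0 after adjustment. At any fold, limma called 254 under the normexp background correction, 218 with dim probes left out, 93 with the deposited ratios and 64 under median centring. Of the DEGs in light alone, 350 (56.3%) passed the contrast at the DEG threshold and 404 changed in the same direction in dark. Of those in dark alone, 354 (61.2%) passed it and 344 changed in the same direction in light. The other DEGs of 1 condition did not pass it. After adjustment no DEG of 1 condition was shown to differ between conditions in this fit. These lists were also picked from the same arrays by a large ratio in 1 condition only, which favours passing the contrast. Of the 1400 probes called by the contrast, 648 were DEGs in neither condition.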

To identify the similarities and differences in nitrate-response under light and dark conditions, the DEGs were subjected to venn selections using Venny 2.1.0 (https://bioinfogp.cnb.csic.es/tools/venny/), which revealed 270 and 216 N-responsive DEGs exclusive to light and dark conditions, respectively, with an additional 33 genes in common (Fig. 6A). A heat map revealed the expression pattern of common DEGs, which were associated with N-transport, metabolism, signaling and hormone (Fig. 6B) among others (Table S9).

**Figure 6:**
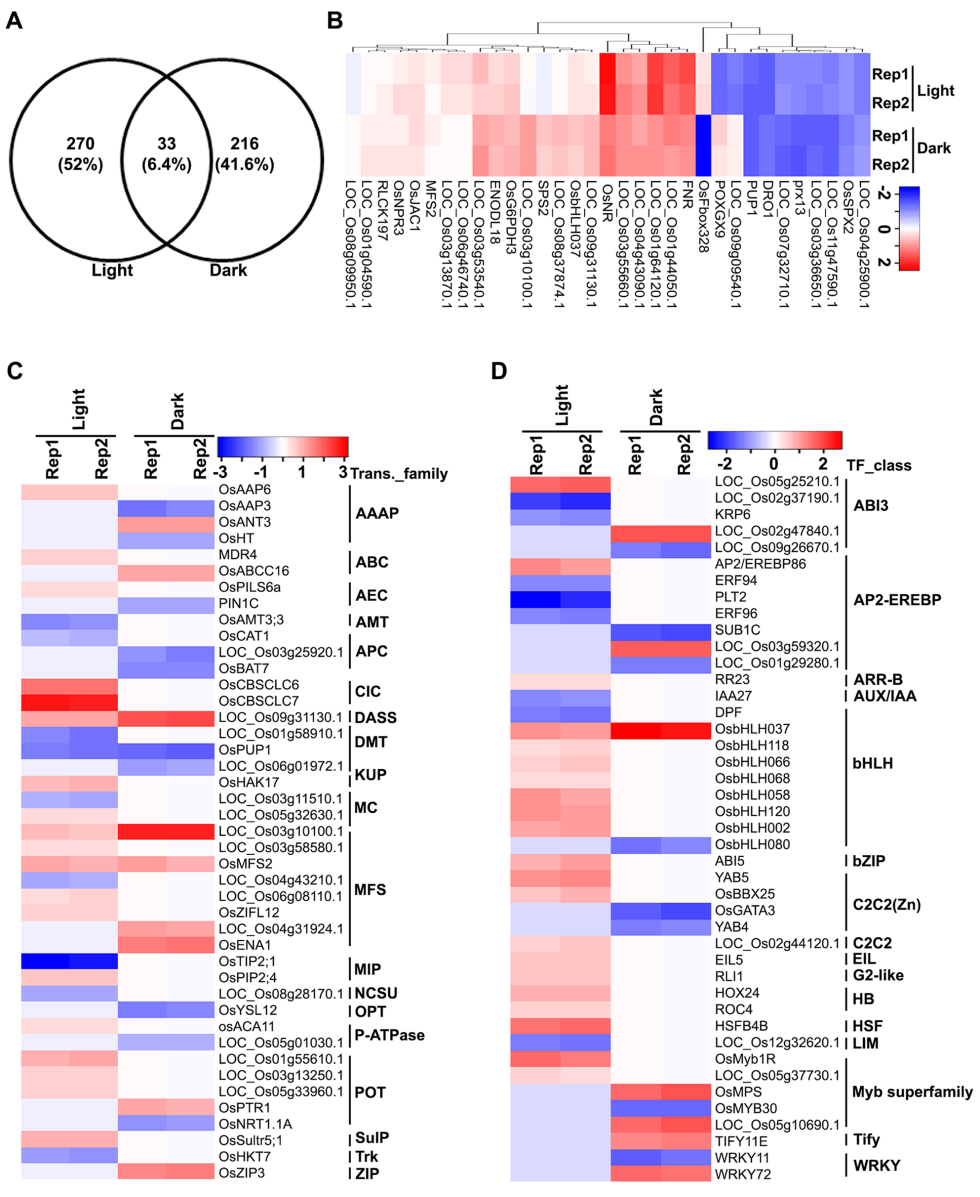
Transcriptomic analyses reveals common and distinct nitrate regulation by transporters and transcription factors in light and dark. (**A**) Venn diagram showing the number of common and exclusive DEGs identified in light and dark conditions. Heat map depicting the expression profile of common DEGs (**B**), transporters (**C**) and transcriptions factors (**D**). Each row represents individual nitrate-responsive gene and the columns correspond to light and dark conditions. The colour on scale bar matches the fold change value (log_2_FC) of DEGs calculated as z-scores. Heat maps were generated using heatmapper (https://heatmapper.ca/). *AAAP* Amino acid/auxin permease, *ABC* ATP-binding cassette, *AEC* auxin efflux carrier, *Amt* ammonia transporter channel, *APC* amino acid-polyamine-organocation, *ClC* chloride carrier/channel, *DASS* divalent anion:Na^+^ symporter, *DMT* drug/metabolite transporter, *KUP* K^+^ uptake permease, *MC* mitochondrial carrier, *MFS* major facilitator superfamily, *MIP* major intrinsic protein, *NCS2* nucleobase:cation symporter-2, *OPT* oligopeptide transporter, *P-ATPase* P-type ATPase, *POT* proton-dependent oligopeptide transporter, *SulP* sulfate permease, *Trk* K^+^ transporter, *ZIP* Zinc (Zn^2+^)-iron (Fe^2+^) permease. The symbols of genes were according to CGSNL.

To further segregate the common and exclusive DEGs, we performed venn selections using four different classes of DEGs i.e. up-regulated in light, down-regulated in light, up-regulated in dark and down-regulated in dark. 

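Of the DEGs shared between light and dark, 102 increased in both conditions and 46 decreased in both. The remaining 33 changed in opposite directions, 14 up in light and 19 up in dark. Without moderation, 18 increased in both and 4 decreased in both.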

A major fraction of DEGs were exclusive to their classes, with only 21 up-regulated DEGs common in light and dark, whereas 8 down-regulated DEGs common in light and dark (Fig. S4). MapMan analysis revealed that some genes of the ‘transport’, ‘signaling’ and associated transporter and transcription factor categories responded differently in light and dark conditions (Fig. 3).

Leaf acts as a source of N partitioning, which is mediated by phloem networks and the transport across this networks regulates N-transport pathways in root, stem and other organs. N-transport pathways are regulated by transporters and carrier proteins present in the membranous structures. Transporters are also considered as potential targets to improve NUE^55^, but it is not well known which transporters are involved in N partitioning and how N-uptake and subsequent transport towards and within different organs in plants are coordinated^56^. To catalogue different classes of N-responsive transporters known to be involved in other transport pathways, we identified 43 nitrate-responsive DEGs belonging to 19 families of transporters (Fig. 6C and Table S10) in light and dark conditions. Out of these, 9 are regulated by nitrate in both light/dark, whereas 8 are exclusive to light and 2 are unique to dark conditions only (Fig. S5). 

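The chloride channel LOC_Os08g20570 had a log2 ratio of 2.77 ± 0.14 (SE) in light and 0.79 ± 0.14 in dark, and LOC_Os12g25200 had 4.16 ± 0.23 and 3.26 ± 0.23. The sulfate transporter (LOC_Os01g45830) had 1.65 ± 0.13 in light and 0.49 ± 0.13 in dark, and the potassium transporter (LOC_Os09g27580) had 1.55 ± 0.15 and 1.27 ± 0.15. The peptide transporter PTR2 (LOC_Os01g55610) had 1.76 ± 0.14 in light, a call lost under the normexp background correction, and 0.89 ± 0.14 in dark, where it just passed the threshold without dark replicate 2. LOC_Os12g25200 and the potassium transporter were DEGs in dark as well, by limma but not without moderation, and the latter not under the normexp correction. The contrast between conditions passed the DEG threshold for LOC_Os08g20570 and the sulfate transporter only.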

We found that nitrate up-regulated not only the expression of nitrate transporters in light, but also chloride channel protein, sulfate transporter, high-affinity potassium transporter and peptide transporter among others. 

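The citrate transporter LOC_Os09g31130, which the tables liken to a tonoplast dicarboxylate transporter, had a log2 ratio of 1.80 ± 0.13 (SE) in light and 2.26 ± 0.13 in dark. The sugar carrier LOC_Os03g10100, which they liken to a polyol transporter, had 1.42 ± 0.13 in light, a call lost under the normexp background correction, and 2.89 ± 0.13 in dark. Its difference of 1.47 passed the DEG threshold. The nodulin LOC_Os04g42420 had 1.62 ± 0.15 and 1.15 ± 0.15, with neither call kept without moderation. All 3 were DEGs in both conditions by limma.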

Others such as sodium/sulphate symporter, sorbitol transporter and nodulin-like protein were up-regulated by nitrate in both light and dark conditions (Table S10).

To understand how nitrate regulates transcriptional networks, we identified DEGs encoding transcription factors (TFs) in rice. This was done by searching the for N-responsive DEGs in different transcription factor databases viz. RiceFREND (https://ricefrend.dna.affrc.go.jp/), RiceSRTFDB (https://www.nipgr.ac.in/RiceSRTFDB.html), STIFDB (https://caps.ncbs.res.in/stifdb/) and MapMan and classifying them into families using Rice SRTFDB (Fig. 6D and Table S11, Fig. S6). This revealed 43 TFs belonging to 16 families as regulated by nitrate in both light and dark conditions (Fig. 6D and Table S11). Among these TF families, basic helix-loop-helix (bHLH), aptela-2/ethylene-responsive element binding protein (AP2-EREBP) and MYB superfamily were the most abundant in rice. The members of bHLH, AP2-EREBP, MYB superfamily, abscisic acid-insensitive 3 (ABI3) and zinc finger C2H2 [C2C2(Zn)]TF family were regulated by nitrate in both light and dark conditions. 

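MapMan places 26 loci of Table S4 in the regulation of transcription, 21 up and 5 down in light by the paper's values. Of these, 25 were linked to a probe and 23 were DEGs by limma, 19 up and 4 down. In the part of Table S5 held, 16 loci fall in this class, 9 up and 7 down in dark by the paper's values, and 12 of the 16 were DEGs, 6 up and 6 down. The contrast between light and dark passed the DEG threshold for 13 of the light loci and 8 of the dark loci.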

The up-regulated TFs were predominant in light, whereas down-regulated TFs were found in both light/dark conditions (Fig. 6D, Table S11), suggesting the involvement of different TFs in mediating nitrate responses in light and dark conditions in rice.

### Different cis-acting motifs may mediate nitrate responses in light and dark

Transcription factors (TFs) act as master regulators by binding to cis-acting motifs in the promoter regions of genes to control diverse cell processes, including N signaling^9^. Identification of such motifs upstream of N-responsive genes will aid in understanding N signaling and may also reveal candidate genes for NUE. The oligo analysis program of Regulatory Sequence Analysis Tools (RSAT) was used to identify the over-represented motifs in the 1 kb promoter sequences of the N-responsive DEGs identified in light and dark conditions.

We separately downloaded promoter sequences of up- and down-regulated DEGs identified in light and dark conditions and predicted the enriched N-responsive motifs present in their promoter regions. Most of the predicted motifs are exclusive to their group (Tables S12, S13), which could be due to few common DEGs between light and dark (Fig. S4). A few enriched motifs predicted in the promoter of up-regulated DEGs in light condition were similar to nitrate-regulated motifs (Table 1) validated in Arabidopsis^57^. We further predicted the motif enrichment using 1 kb promoter sequence of all the DEGs identified in light and dark conditions. Examination of the 20 most significantly enriched motifs in DEGs identified under light and dark conditions revealed that they are entirely different sets, despite the fact that 33 DEGs were common to both conditions (Fig. 7 and Table S14). Many of them pertain to nitrate-regulated transcription factors known in Arabidopsis. This indicates that different TFs may mediate N-response in light and dark conditions through their respective binding motifs identified in this study.

**Table 1:** Nitrate-responsive transcription factors and their experimentally validated DNA binding sites.

TF Id (TAIR)	TF Id (RGAP)	Motif details	TF class	TF-binding-sites^Ref^	Enriched motifs in the promoter of light-nitrate up-regulated DEGs (oligo-analyses-RSAT)			
					cccgcc	Cgtggc	acgtgg	cacgtgg
At1g49720	No ortholog	ABFs binding site motif	bZIP	CACGTGGC^58^	−	+	+	+
At1g45249	LOC_Os06g10880.1	ABFs binding site motif	bZIP	CACGTGGC^58^	−	+	+	+
At4g25470	LOC_Os04g48350.1	CBF2 binding site motif	AP2-EREBP	CCACGTGG^59^	−	−	+	+
At4g36730^a^	LOC_Os06g43870.1	GBF1/2/3 BS in ADH1	bZIP	CCACGTGG^60^	−	−	+	+
At4g01120^a^	No ortholog	GBF1/2/3 BS in ADH1	bZIP	CCACGTGG^60^	−	−	+	+
At2g46270	LOC_Os01g46970.1	GBF1/2/3 BS in ADH1	bZIP	CCACGTGG^60^	−	−	+	+
At3g19290^a^	LOC_Os09g28310.1	ABRE binding site motif	bZIP	(C/T)ACGTGGC^61^	−	+	+	−
At5g65210^a^	No ortholog	TGA1 binding site motif	bZIP	TGACGTGG^62^	−	−	+	−
At2g36011	No ortholog	E2F-varient binding site motif	E2F-DP	TCTCCCGCC^63^	+	−	−	−

*Ref* reference.

^a^Nitrate regulated transcription factors in Arabidopsis^57^.

**Figure 7:**
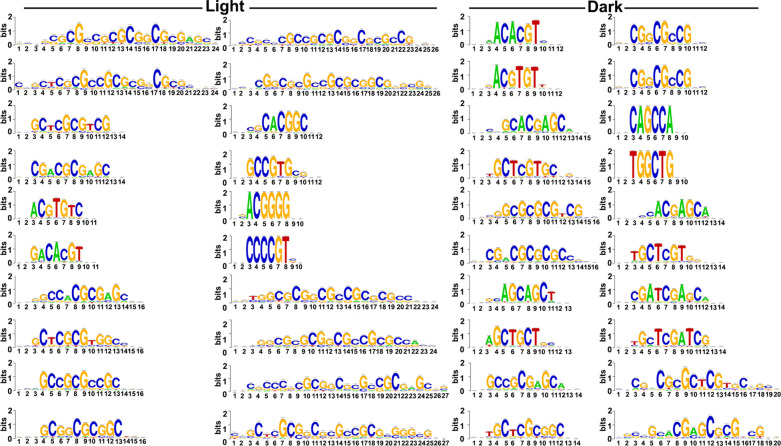
Prediction of over-represented cis-regulatory motifs in the promoter of nitrate-responsive genes. Significant enrichment of nitrate-responsive motifs in the promoter region of DEGs was identified using RSAT plantstool (https://rsat.eead.csic.es/plants/).

### Nitrate-responsive transcriptional regulatory networks

It is known that orthologous proteins are conserved and perform similar function in different plants. For example, nitrate transporter and other proteins involved in nitrate-associated pathways are known to perform similar function in different plants^64^. Our MapMan pathway analyses and functional classification of DEGs in light and dark conditions revealed 43 TFs as N-responsive (Fig. 6D, Table S11). Recently, nitrate-responsive transcriptional regulatory (NTR) networks have been developed in Arabidopsis^57^. Using Arabidopsis nitrate-responsive transcriptional regulatory (NTR) networks built from yeast one-hybrid screens and validated by knockouts^57^, similar networks were developed in this study using their orthologues in rice. Prior to this, we verified the level of gene conservation between rice and Arabidopsis using Orthovenn 2^65^. We observed 11,367 and 11,956 orthologous clusters in Arabidopsis and rice, respectively, of which 9,698 orthologous clusters were common (Fig. S7), confirming their high level of conservation of orthologs and associated pathways/processes.

All the nitrate-regulated transcriptional network information was retrieved from published literature^57^ and the corresponding rice orthologs were downloaded from PlantGDB database (https://www.plantgdb.org/). We identified 144 conserved orthologs in rice, with 91 in light and 53 in dark conditions, of which many, but not all were N-responsive in our microarray data (Table S15). We therefore constructed NTR networks associated separately for light and dark conditions in Cytoscape and mapped the expression of the N-responsive DEGs onto the networks (Fig. 8).

**Figure 8:**
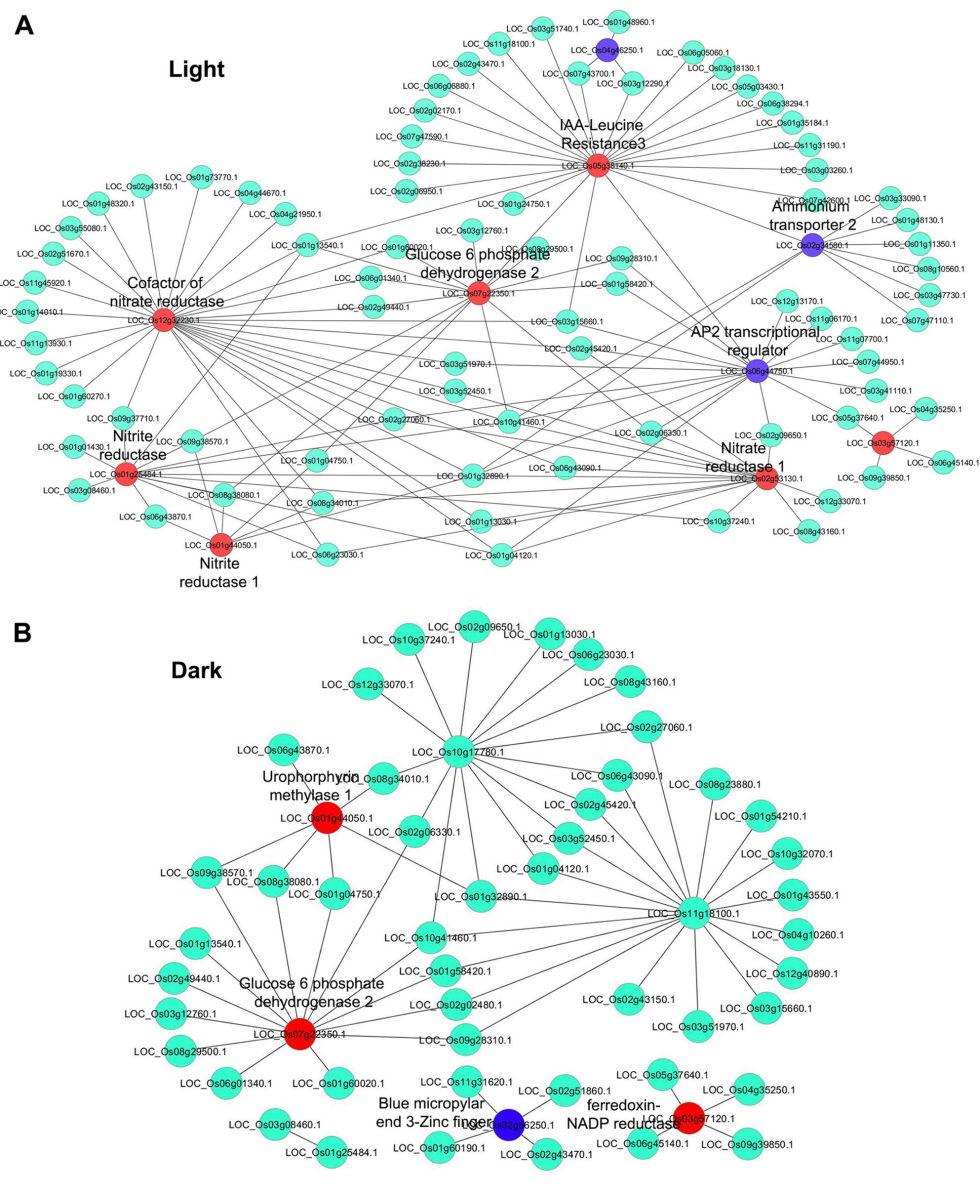
Transcriptional regulatory network of nitrate-responsive genes in light and dark. Nitrate-responsive transcriptional regulatory networks (NTR) in light (**A**) and dark (**B**) were generated using known information in Arabidopsis. NTR networks were constructed in Cytoscape version 3.0.0 (https://cytoscape.org/)^67^ using rice orthologs and the expressions of DEGs were mapped onto the networks. The red and purple nodes represent the up- and down-regulated DEGs and light colour nodes are interactors but not DEGs.

We observed well-conserved nitrate-regulated genes such as nitrate transporters, nitrate reductase, nitrite reductase among others in NTR networks (Fig. 8). To check the biological relevance of the constructed NTR networks in rice (Fig. 8), we functionally annotated the NTR networks genes using ExPath GO enrichment tool. The most over-represented GO term for biological processes were regulation of transcription, response to nitrate, nitrate assimilation, biosynthetic process, cellular response to nitrate among others in light, whereasin dark, they were regulation of transcription, nitrate assimilation, cellular nitrogen compound metabolic process, response to water deprivation and auxin-activated signaling pathway among others (Table S16). Interestingly, the GO terms associated with nitrate metabolism were over-represented in light-NTR network as compared to dark-NTR network, confirming that light enhances nitrate-regulation of N-metabolism.

### Nitrate-responsive protein networks reveal overlaps between N-metabolism, development and stress

Nitrate-regulated growth and developmental plasticity of the plant is tightly regulated by light. To understand the underlying interactions at the protein level, we constructed protein–protein interaction (PPI) networks using N-responsive DEGs in light and dark conditions (Figs. S8, S9). The experimentally validated interactors associated with DEGs were retrieved from BioGRID, PRIN MCDRP and STRING databases and networks were constructed and visualized in Cytoscape 3.0.0^66^. We mapped the DEGs expression value onto the networks and nodes were colour coded accordingly. To better understand the PPI networks, sub-clustering of networks were performed using MCODE plugin in Cytoscape, which yielded only one molecular complex from light-nitrate network (Fig. S8) and none in the dark-nitrate network. Light-nitrate associated molecular complex consisted of 3 nodes representing N-metabolic and signaling components viz. NiR, ferredoxin-NADP reductase (FNR) and ferredoxin (Fig. S8), suggesting the potent role of light in nitrate response. 

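Nitrite reductase (LOC_Os01g25484) rose at least 30.0-fold in light and at least 10.8-fold in dark, with its water channel not well above background in either, and its call in dark was lost under the normexp background correction and without moderation. Ferredoxin-NADP reductase (LOC_Os03g57120) had a log2 ratio of 4.94 ± 0.18 (SE) in light and 3.08 ± 0.18 in dark. The ferredoxin LOC_Os01g64120 had 5.47 ± 0.13 in light and 3.09 ± 0.13 in dark, and LOC_Os05g37140 had 3.48 ± 0.21 and 1.83 ± 0.21, the last not called without moderation. Nitrate reductase LOC_Os02g53130 had 6.38 ± 0.17 in light and 3.50 ± 0.17 in dark, and LOC_Os08g36480 had 3.14 ± 0.13 and 0.84 ± 0.13. For the 5 loci other than nitrite reductase the contrast between conditions passed the DEG threshold, with the higher log2 ratio in light. The fitted difference of nitrite reductase (-1.53, dark minus light) passed it too. With its water channel near background in both conditions, however, its 2 lower bounds set no order. From the complex of the first 3 proteins in its light network, the paper proposes a role of light in nitrate response.

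**Figure D2:**
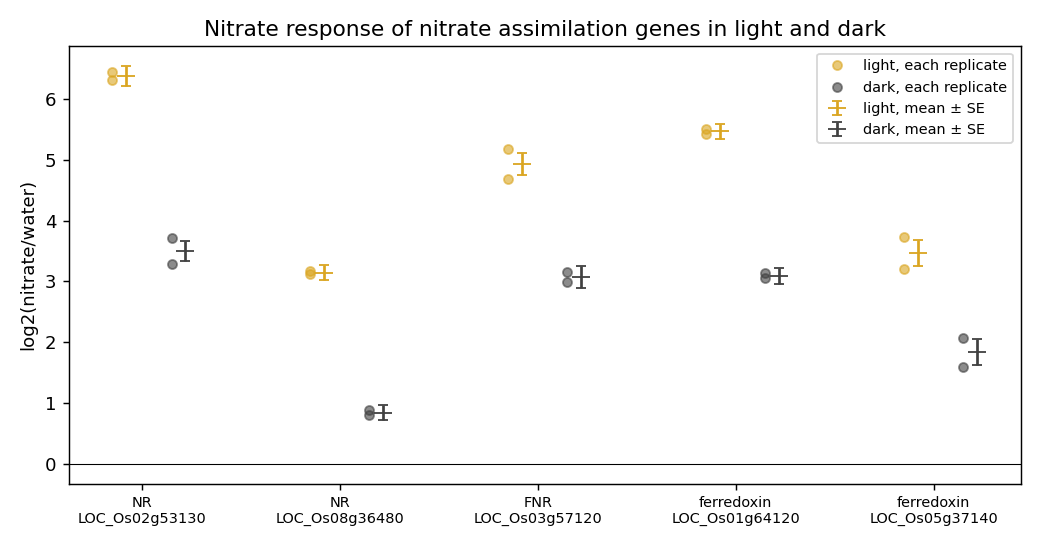
Log2(nitrate/water) of nitrate reductase, ferredoxin-NADP reductase and ferredoxin loci in light and dark. Points are the 2 replicates and bars are the mean ± SE from limma, and each light mean lies above the dark mean of the same locus.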

To understand the global function of PPI networks for differential nitrate responses in light and dark, the DEG-associated interactors were subjected to GO enrichment analysis using ExPath. It revealed most enriched GO terms for biological processes in light as signal transduction, regulation of transcription, hormone signaling, response to stress and transport among others, whereasin the dark, they were, response to cadmium ion, pentose-phosphate shunt, glucose metabolic process, immune and hormone responses among others (Table S17). This clearly showed that nitrate-regulated signaling differs in the leaves of light-grown and etiolated seedlings.

## Discussion

To date, a number of N-transcriptomic studies were carried out to identify the number of genes and associated pathways involved in N-uptake, -signaling, -metabolism and assimilation among others^17–24^. Light regulation of nitrate assimilation was studied extensively in etiolated and green plants from the point of view of direct light signaling through photoreceptors or indirect signaling through C-metabolites. However, to the best of our knowledge, no study has comprehensively analyzed genome-wide nitrate signaling in light and dark conditions. Therefore, we exploited the availability of functional genomic tools to analyze the nitrate-responsive transcriptome in etiolated and green leaves of rice, a crop notorious for its poor NUE among cereals. This enabled us to understand light-dependent and light-independent nitrate responses, visualize the networks of underlying interactions and identify potential candidates to manipulate N-responses/NUE in rice.

Our experimental design of treating excised leaves by floating them on nitrate solution was aimed at measuring short-term N-response to locally supplied nitrate and to avoid secondary responses^3^, downstream metabolites, or the influence of root-shoot translocation parameters that may respond differently in light and dark^29^. These experimental factors can confound the interpretation of results, whereas we obtained consistent results when cut-leaves were treated with standardized concentrations of nitrate^29^ as was done in the present case. Our transcriptome analyses showed very distinctive sets of nitrate responsive genes in etiolated and green leaves, with only 33 common between them. 

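ENOD20 (LOC_Os06g46740) had a log2 ratio of 2.25 ± 0.15 (SE) in light and 2.36 ± 0.15 in dark, and BTBA4 (LOC_Os03g46440) had 1.96 ± 0.15 and 1.42 ± 0.15. Cysteine-rich repeat secretory protein 55 (LOC_Os03g36650) had -1.21 ± 0.14 in light and -1.91 ± 0.14 in dark. Without moderation these 3 genes were not called in light. The go35 NBS-LRR gene (LOC_Os04g25900) had -1.42 ± 0.13 in light, a call lost under the normexp background correction, and -0.97 ± 0.13 in dark, just short of the fold threshold, which it passed without dark replicate 2 (-1.04), and past a threshold of 0.95. The peroxidase LOC_Os01g22249 had -1.08 ± 0.22 in light and -1.90 ± 0.22 in dark, and its call in light was lost under the normexp correction and, by its p, without light replicate 1 (-1.12) or 2 (-1.04), and its call in dark without moderation. For none of these 5 genes did the contrast between conditions pass the DEG threshold.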

The common up-regulated genes such as NR, FNR, ENOD20, BTBA4 were involved in N-metabolism while those commonly down-regulated such as peroxidase cysteine-rich repeat secretory protein 55, go35 NBS-LRR were involved in stresses (Table S9). 

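The F-box gene LOC_Os06g49930 rose at least 1.95-fold in light, with its nitrate channel well above background on 1 of 2 arrays and its water channel on neither. In dark it fell at least 6.21-fold, with its nitrate channel not well above background. Under the normexp background correction the gene kept both directions and was a DEG in neither condition.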

We found opposite regulation of a F-box domain containing protein (OsFBX207), which was up-regulated in light but down-regulated in the dark (Table S9). F-box domain containing proteins are associated with protein degradation and could be one of the major pathways for adaptive mechanism by regulating unfolded protein response (UPR) signaling, specifically through endoplasmic reticulum associated degradation (ERAD) pathway in plants. Our pathway analyses as well as previous transcriptomic study^67^ have shown that many N-responsive genes are associated with degradation pathway in plants. This suggests faster turnover of metabolic processes by light-activated degradation pathways, thus offering new targets to regulate nitrate signaling in the context of damage and repair processes in plants. The stress-associated genes among the down-regulated DEGs common to light and dark conditions suggest crosstalk between nitrate and stress, an underexplored area of immense agronomic importance^26,68^.

GO analyses revealed the nitrate-responsive biological processes that are common or specific to light/dark conditions (Fig. 2, Table S3). N-metabolism, oxidation–reduction and hormone were prominent among the common biological processes regulated by nitrate in both light and dark conditions. However, processes associated with leaf phyllotactic patterning were highly enriched in light (Fig. 2, Table S3). In this context, we found up-regulated expression of APETALA2/ethylene-responsive element binding protein 86 (Os03g0313100) in light. 

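The AP2 domain gene LOC_Os03g19900, linked to this identifier by chromosome and description, had a log2 ratio of 1.94 ± 0.19 (SE) in light and -0.36 ± 0.19 in dark. It was a DEG in light, and the difference of -2.30 between dark and light passed the DEG threshold.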

Its up-regulated expression in leaf primordia is known to promote leaf development in Arabidopsis^69^, but its regulation by nitrate/light is a novel finding that links N-nutrition with photomorphogenesis for further investigation, especially in a crop plant like rice. We found the preponderance of biological processes associated with sugar metabolic pathways such as pentose-phosphate pathway (PPP) in dark condition (Table S6). The up-regulation of its rate limiting enzyme glucose-6-phosphate 1-dehydrogenase (Os07g0406300) in the dark in our study may increase the production of NADPH, the reductant for glutamate synthase^70^.

To understand the interactions underlying nitrate signaling and N-response, we compared the N-responsive PPI network in light and dark (Figs. S8, S9). Interestingly, we found that only 39 interactors (~ 8%) were common, while 376 interactors were exclusive to light and 97 exclusive to dark. This could be a reflection of the fact that an equally small % of the DEGs are common to nitrate response in dark and light, indicating very different modes of N-signaling in the two conditions. Importantly, we found significant number of signaling and hormone-associated pathways in the nitrate-responsive PPI networks in light and dark. These findings are consistent with the recent finding that manipulation of N-responsive genes results in the change in hormonal pathways and their crosstalk with those of nitrate^71^. Similarly, both networks revealed DEGs involved in stress response, such as the universal stress protein domain containing protein and MYB family transcription factor, among others. Such crosstalk between nitrate and stress signaling needs further characterization in view of its immense agronomic importance^26,68^.

Sub-clustering of the PPI networks using MCODE did not reveal any molecular complex in the dark, but a single molecular complex was identified in light, consisting of NiR, FNR and ferredoxin (Fig. S8). FNR has been shown to be involved in the regulation of flowering time by modulating the nuclear abundance of blue-light receptor cryptochrome 1 (CRY1) in a nitrate-dependent manner in Arabidopsis^41^. Such a phenomenon is not documented in crop plants and our finding in rice is significant for two reasons: Firstly, it links nitrate and light signaling and is consistent with our other finding that genes related to N-signaling are enriched in light. Secondly and more importantly, flowering time is an important phenotypic trait for NUE in rice (Sharma et al., submitted); its regulation by light offers a crucial meeting point in the mechanism of nitrate response and therefore a potential target to manipulate NUE. Moreover, flowering time is also an important determinant of crop duration in rice and we have already shown that long duration rice genotypes tend to have higher NUE^15^.

An important differentiator of nitrate signaling in light and dark conditions is the differential regulation of various transporters in this study. Major facilitator superfamily (MFS) transporters were among the most abundant DEGs, though their members were different in light and dark conditions (Table S10). They are involved in the transport of nitrate, and sugar among others in plants^72^. 

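Table S4 describes 2 loci as water channels and places 2 in the transport of amino acids. Of the water channels, LOC_Os07g26630 had a log2 ratio of 1.35 ± 0.16 (SE) in light and -0.90 ± 0.16 in dark (-1.11 and a DEG without dark replicate 2), and the contrast between conditions passed the DEG threshold. LOC_Os02g44080 fell at least 6.78-fold in light, with its nitrate channel not well above background, and in dark the size of its log2 ratio was within the SE. Of the amino acid transporters, LOC_Os07g04180 had 1.25 ± 0.20 in light, a DEG, and 0.29 ± 0.20 in dark. LOC_Os01g11160 had -0.96 ± 0.17 in light and was not a DEG, except without light replicate 1 (-1.03) or at a log2 ratio threshold of 0.95.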

Genes involved in the transport of chloride, amino acid, potassium, sulfate, and water channel were also up regulated in light (Table S10). It is known that the accumulation of nitrate in the vacuole is regulated by a chloride channel localized in plant vacuolar membranes^73^. Nitrate and light regulation of all these channels may be important for ionic homeostasis of nitrate and other ions in the cellular pool. This could be a reason for the downregulation of most of the transporters in the dark, such as zinc transporter, ABC transporters, auxin efflux carrier, phospholipid-transporting ATPase. 

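In the part of Table S5 held, MapMan places 15 loci in transport, 7 up and 8 down in dark by the paper's values. All 15 were linked to a probe and 13 were DEGs by limma in dark, 6 up and 7 down. In light, 24 loci of Table S4 fall in this class, 14 up and 10 down by the paper's values, and 20 of the 22 linked loci were DEGs, 13 up and 7 down. In dark, the auxin efflux carrier LOC_Os06g12610 had a log2 ratio of -1.17 ± 0.13 (SE), and the phospholipid-transporting ATPase LOC_Os05g01030 had -0.98 ± 0.31, just short of the fold threshold and past one of 0.95. The paper gives no loci for these classes here, and the ABC transporter taken, LOC_Os11g05700, had 1.15 ± 0.13 in dark. Under the normexp background correction the calls of the auxin efflux carrier and the ABC transporter were lost.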

Their downregulation could also be due to less physiological and metabolic activity in dark and the low demand for nutrient uptake/homeostasis.

Another differentiator of nitrate signaling in light and dark is the differential regulation of transcription factors (Fig. 6D and S6). This was explored further using transcriptional regulatory networks we constructed, based on the known information on nitrate-regulatory networks available in Arabidopsis^57^. The constructed NTR networks using rice orthologs were similar to Arabidopsis NTR networks as expected, suggesting a core of nitrate-regulated genes and that their associated connections are highly conserved between rice and Arabidopsis. Mapping the nitrate-responsive gene expression data produced two distinct NTR networks for light and dark (Fig. 8). Their comparison revealed functional connections between nitrate and light signaling, as evident from NR, NiR and AP2 family of transcriptional regulators among others (Fig. 8), which function in a primarily light-dependent manner. Those that function in the dark include FNR1, methylase 1, blue micropylar end-3 zinc finger (BME3-ZF).

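The GATA zinc finger gene LOC_Os02g56250, which Table S5 likens to BME3-ZF, had a log2 ratio of -1.38 ± 0.14 (SE) in dark, a DEG that decreased, and -0.35 ± 0.14 in light. The difference of -1.03 passed the DEG threshold, and limma's adjusted p in dark was 0.0754.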

We predicted different motifs to be enriched in the promoters of DEGs in dark and light (Tables S12–S14), in view of the previous difficulties in finding nitrate response elements^74,75^. Some of these predicted motifs in N-responsive DEGs up-regulated in light are reported to be bound by well-known nitrate-regulated transcription factors such as TGA1 and GBF1 (Table 1) in Arabidopsis^57,76^. Identification of reliable motifs for nitrate response not only provides a handle for transcriptional manipulation of multiple genes for desired N-response/NUE, but also to construct synthetic promoters for other applications that require an external trigger.

To further characterize interactors of the DEGs identified in PPI and NRT networks, we checked their GO annotations for their biological process as an indicator of their relevance in N-regulated signaling and found that many of them are involved in nitrate signaling in rice. Some of them such as brefeldin A-sensitive Golgi protein-like, DUF581 domain containing protein, inducer of CBF expression 2 are unknown in the context of nitrate signaling/response and are being reported here for the first time as novel candidates for further validation in rice and beyond.

In summary, this study clearly demonstrates the substantial differences in the nitrate-responsive transcriptomes in light and dark conditions as well as in their transcriptional and protein networks. This enabled new insights into nitrate signaling, its cross talk with stress, hormones, developmental pathways and NUE phenotype, revealing potential targets to manipulate N-response/NUE for further validation.

## Methods

### Plant material, growth conditions and nitrate treatments

Seeds of rice *Oryza sativa* ssp. Indica, genotype Panvel1 were obtained from the Kharland Research Station, Maharashtra, India. Seeds were surface-sterilized with 70% ethanol and 0.01% Triton-X 100, washed thoroughly and spread in a plastic tray on washed absorbent cotton presoaked with autoclaved double distilled water. They were grown in a growth chamber for 10 days set at 28 °C, 90 ± 5% relative humidity in total darkness for etiolated plants or under 12/12 photoperiod with 1 kilo lux white light obtained from W/72 Osrambiolux plus fluorescent tubes. The seedlings were watered intermittently. Their primary and secondary leaves were excised and floated on potassium nitrate solution (120 mM) or double distilled water (control) for 90 min. In case of dark experiments, similar treatments were given to excised leaves in dark condition. The control and nitrate-treated leaves were instantly frozen in liquid nitrogen and stored at -80 ºC till use.

### Measurement of mesocotyl and coleoptile length

Ten days old seedlings grown in light and dark conditions were kept in horizontal position and digital images were captured. The lengths of mesocotyl and coleoptile were measured using ImageJ software (https://imagej.nih.gov/ij/download.html). Statistical unpaired T test analyses were performed in the GraphPad Prism 6 software(https://www.graphpad.com/scientific-software/prism/).

## Estimation of chlorophyll content

The chlorophyll content was estimated as described earlier^77^. Approximately 0.5 g of light-grown or etiolated rice leaves were homogenized in 10 ml of aqueous 80% ice-cold acetone and centrifuged at 15,000 g (10,000 rpm) for 10 min at 4 °C. The supernatant was retrieved and 0.5 ml of it was mixed with 4.5 ml of aqueous 80% ice-cold acetone. The absorbance was measured at 663.2 and 646.8 nm and chlorophyll content was calculated using the formula: Ch-a = 12.25 × A663.2—279 × A646.8; Ch-b = 21.5 × A646.8—5.1 × A663.2. Statistical unpaired T test analyses were performed in the GraphPad Prism 6 software (https://www.graphpad.com/scientific-software/prism/).

### Nitrate reductase assay

Nitrate reductase assay was performed after 6 h of treatment with potassium nitrate as described earlier^38^. Briefly, 100 µl of leaf crude extract was added to the reaction mixture containing 5 mM KNO_3_ and 5 mM EDTA in 0.1 M sodium phosphate buffer (pH 7.5) in a total reaction volume of 0.4 ml. The reaction was incubated for 20 min at 25 °C and terminated by adding 0.6 ml of freshly prepared stopping mixture [1:1 ratio of NED (0.1% w/v) and sulfanilamide (1% w/v in 3 N HCl)]. The pink colour was measured spectrophotometrically at 540 nm. NR activity was calculated as nmoles of nitrite/mg protein/min with the help of a standard curve generated using known concentration of nitrite. NR specific activity was expressed as enzyme activity per mg protein and mean data of three independent experiments with internal triplicates were used to plot the graph with standard errors.

### Total RNA extraction and microarray analysis

Total RNA was isolated from leaves frozen after 90 min of treatment with either water (control) or potassium nitrate (120 mM), using modified hot phenol method as described^78^. The RNA pellet was washed with ethanol (70%, 80% and 100%), dried at room temperature, dissolved in DEPC-treated autoclaved water and frozen at − 20 °C till further use. Microarray experiments were performed using RNA isolated from two independent biological replicates as flip-dye replicates at Genotypic Technology Pvt Ltd, Bengaluru, India. The quality and quantity of total RNA were analyzed using Agilent Bioanalyzer as per the manufacturer’s protocol.

Microarray data analyses were performed as described earlier^79^. Labeling was performed using low RNA Input Fluorescent Linear Amplification Kit (P/N: 5184-3523 Agilent, USA).Total RNA was used to synthesize the first and second strand cDNA. Reaction mixture containing 500 ng RNA and 1.2 µl of oligo dT-T7 Promoter Primer in nuclease-free water was incubated at 65 °C for 10 min. Then 4.0 µl of 5 × First strand buffer, 1 µl of 10 mM dNTP mix, 2 µl of 0.1 M DTT, 1 µl of 200 U/µl MMLV-RT, and 0.5 µl of 40U/µl RNaseOUT were added and incubated at 40 °C for 2 h. After CDNA synthesis, 8 µl of NTP mixture, 2.4 µl of 10 mM Cyanine-5-CTP or Cyanine-3-CTP (Perkin-Elmer, USA), 6 µl of 0.1 M DTT, 20 µl of 4 × Transcription buffer, 0.6 µl of inorganic pyrophosphatase, 0.5 µl of RNaseOUT, 0.8 µl of T7 RNA polymerase, and 15.3 µl of nuclease-free water were added to reaction mixture and incubated at 40 °C for 2 h. Qiagen'sRNeasy mini spin columns were used to purify the amplified samples. The cRNA quantity and specific activity were determined using NanoDrop ND-1000 (v 3.2.1.) and samples with specific activity > 8 were used for hybridization. Reaction mixture containing 1,650 ng of each Cyanine labeled cRNA (41.8 µl), 10 × Blocking agent (11 µl) and 25 × Fragmentation buffer (2.2 µl) was incubated at 60 °C for 30 min in dark. The fragmented cRNA were mixed with 2 × Hybridization Buffer (55 µl) and resulting 110 µl mixtures was hybridized at 65 °C for 17 h in an Agilent Microarray Hybridization Chamber with Hybridization Oven. After hybridization, slides were washed with Agilent Gene Expression Wash Buffer I and incubated them for 1 min at room temperature and 37 °C. Slides were washed again with Wash buffer II in similar condition, cleaned and dried by rinsing with acetonitrile and then scanned using Agilent scanner (G2565B) set at 100% laser power. Agilent Feature Extraction software (version 9.1) was used to extract the data, which was normalized as per the recommended Per Spot and Per Chip protocol. This is a 2-color default normalization, *(Per Spot and Per Chip: Intensity dependent (Lowess) normalization)* where each raw intensity value corresponding to the control channel is adjusted using a locally-weighted regression method called Lowess. Each value in the signal channel was divided by the adjusted control value, resulting in the final normalized value. The raw data were analyzed using GeneSpring 9 GX software and submitted at NCBI GEO database (Accession number: GSE12940).

### Functional classification of DEGs and pathway analyses

Gene ontology based functional annotations of the DEGs were performed by Expath 2.0 tool^47^ using default parameters. We have considered only statistically significant (p value < 0.05) GO terms for further analyses. TreeMap (https://www.treemap.com/) software was used to graphically represent the GO enrichments obtained from Expath analysis. Expath 2.0 tool^47^ was also used to perform the comparative pathway enrichment analyses of DEGs in light and dark. Mapping of DEGs onto various biological pathways was done using MapMan version 3.5.1 (https://mapman.gabipd.org/mapman-download)48. The fold change value (log_2_FC) and corresponding p value were used for significant enrichment of DEGs associated pathways in PageMan^80^. Over-represented and under-represented pathways are depicted with red and blue coloured boxes, respectively.

### Subcellular localization of DEGs

To predict the subcellular localization, the amino acid sequences of DEGs were retrieved from RGAP database (https://rice.plantbiology.msu.edu/) and then analyzed by CELLO program (https://cello.life.nctu.edu.tw/) using default parameters for eukaryotes. Subcellular predictions were also made using TargetP 2.0 (https://www.cbs.dtu.dk/services/TargetP/)81.

### qPCR validation of differential gene expression

To confirm the expression pattern of the DEGs, qRT-PCR was performed in three independent biological replicates, with three technical replicates using gene-specific primers (Table S7). All the primers used in this study were designed using online QuantPrime tool (https://quantprime.mpimp-golm.mpg.de/?page=about). DEGs were selected based on their up- and down-regulated expression for described biological pathways. Approximately 2 µg of total RNA isolated from the control and nitrate-treated leaves was reverse transcribed into cDNA (20 μl volume) using cDNA synthesis kit (GCC Biotech, India). Its amplification reaction was carried out in 10 μl volume containing 1 μl of cDNA, 0.5 μl of forward and reverse gene specific primers (10 µM) and 5 μl of KAPA SYBR FAST Master Mix (2X) Universal (Kapa Biosystems, USA). The reactions were performed in Aria Mx real-time PCR system (Agilent, USA). The relative accumulation of transcripts was analyzed by the comparative C(T) method using actin (BGIOSGA013463) as an internal control. Melting curve analyses of the amplicons were used to determine the specificity of qPCR reactions. Statistical unpaired T test analyses were performed using GraphPad Prism 6 software (https://www.graphpad.com/scientific-software/prism/).

### Construction of protein–protein interaction networks and detection of molecular complexes

The lists of experimentally validated interacting proteins for the DEGs analyzed in this study were retrieved from the databases STRING (https://string-db.org/), MCDRP (https://www.genomeindia.org/biocuration/), BioGRID (https://thebiogrid.org/) and PRIN (https://bis.zju.edu.cn/prin/). We mapped the DEGs to the protein–protein interaction (PPI) networks based on experimental score, using Cytoscape version 6.0^66^. To detect the molecular complexes, we used molecular complex detection (MCODE) plugin in Cytoscape. We also downloaded all the Arabidopsis orthologs from PlantGDB database (https://www.plantgdb.org/), which were used to generate and annotate DEGs-associated PPI and nitrate-responsive transcriptional regulatory networks in rice.

### Motif analyses among promoters of nitrate-responsive genes

One kb promoter regions upstream of the translational start site of the DEGs were downloaded from RAPDB database (https://rapdb.dna.affrc.go.jp/tools/dump). The motif discovery oligo analysis tool of Regulatory Sequence Analysis Tools (RSAT) software^82^ was used to identify enriched motifs (6–8 bases oligonucleotides) in the promoter sequences using default parameters. Rice (*Oryza sativa* IRGSP-1.0.42) whole genome was used as the background and motifs were predicted in both the DNA strands.

## Supplementary information

Supplementary information 1

Supplementary information 2

## Data Availability

GEO accession number: GSE12940.

How the deposited data were processed for this re-analysis (not part of the article)

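The nitrate response was measured on 4 2-colour Agilent rice arrays, 2 biological replicates in light and 2 in dark, each hybridised with nitrate-treated and water-treated leaf RNA and with the dyes flipped between replicates. The authors deposited the scanner output of each array, with intensity values per spot and channel and a log10 ratio, made by Feature Extraction, which had subtracted a fitted background surface and balanced the dyes. The methods and the file headers name different versions of this software. The authors also deposited a table of normalized ratios, with 144 to 3004 probes per array missing, whose log2 values correlated with the scanner ratios of nitrate over water at 0.986 to 0.992 across probes.

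From the processed signals, log2 ratios were calculated, turned to nitrate over water, normalized by loess within each array (span 0.3, 4 iterations) and averaged over the 2 spots of each probe. Control spots and outlier spots were left out, and saturated spots were kept. The ratios were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 on all 4 arrays, with 1 coefficient for light and 1 for dark. A DEG had an absolute log2 ratio of at least 1 and an unadjusted p of at most 0.05, the thresholds the paper states, whose text names no test for the arrays. Tables S4 and S5 hold loci with absolute log2 fold changes down to 0.953 and 0.952. Counts after Benjamini-Hochberg adjustment are given beside it. The difference between conditions was tested as the contrast of the coefficients. Water-treated leaves of light-grown and etiolated seedlings were compared in a separate-channel analysis, with statmod 1.5.0 for the correlation within spots. Figures were drawn with matplotlib 3.10.9.

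On simulated data, limma recovered 98.0% of 200 probes changed by a log2 ratio of 2 in light, among 21493 probes, and called 127 unchanged probes, and 68 of the 200 were recovered after adjustment. In dark it recovered 97 of 100 changed probes, and 0 after adjustment. In the test without moderation, 58.5% were recovered and 31 unchanged probes called. For the contrast, limma recovered 98 of 100 changed probes, called 289 unchanged ones and recovered 0 after adjustment. The separate-channel analysis recovered 146 of 200 changed probes after adjustment and called 13 unchanged ones.

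The genes named are among those the paper names with an identifier, or by a name found in Tables S4 or S5, that could be linked to a probe, the 3 probes with the largest fitted increase and the 3 with the largest fitted decrease in each condition, and the probes called significant in Tables S1 and S2, which are given as counts. The 3 probes each way were taken from DEGs well above background in at least 1 channel on both arrays. The alternatives tried were the normexp background correction (offset 50), median centring, the log ratio of Feature Extraction, the deposited normalized ratios, leaving out dim probes, keeping outlier spots, a replicate block, each condition fitted alone, tests without moderation, a log2 ratio threshold of 0.95, the adjusted p and leaving out each array. With 2 arrays per condition, the number of arrays limits the precision. qRT-PCR, enzyme activity, GO terms, networks and Tables S6 to S17 were not analysed here.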

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

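The tests with replicate 2 turned over, of probes near background and of interchanged channels were chosen in this form after the results were seen. Groups of 2 arrays are too small to test single arrays as outliers.

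The contrast between the dark and the light response called 1400 probes at the DEG threshold and 0 after Benjamini-Hochberg adjustment by limma, against 3377 at an unadjusted p of at most 0.05. Under the normexp background correction it called 500 at the DEG threshold and 254 after adjustment at any fold. Turning replicate 2 over in both conditions cancels a nitrate response in the means and keeps chance differences between the arrays, and at any p it left 464 differences past the fold threshold, against 1771, which argues against chance differences between the 2 arrays of a condition as the source of most. In the same way 174 log2 ratios were left past the threshold in light and 150 in dark, against 839 and 867. The contrast called 5.74% of the probes well above background in both channels on all arrays, whereas in the self-test 289 unchanged probes among 21493 were called, which argues against probes near background as the only source. It called 8.39% of the other probes, a higher share, so probes near background remain as a part of the source. Without dark replicate 2 the contrast called 2285 probes. Light-grown and etiolated leaves differ in growth and greening, a biological difference that stays open and was not tested.

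Of the probes called in both conditions, 33 changed in opposite directions. If nitrate and water had been interchanged in 1 condition, most shared calls would run against each other, but 148 ran the same way. OsFBX207 (limma's adjusted p of the difference = 0.0602) and the LTP family protein (limma's adjusted p = 0.0844) are among the 33, and neither difference passed after adjustment. Both had at least 1 channel near background in light or dark, and the calls of OsFBX207 in both conditions and of the LTP family protein in dark were lost under the normexp correction. For bHLH066 the dark log2 ratio was lower than the light one by a difference of -2.22, and its decrease in dark did not reach the fold threshold except without dark replicate 2 (-1.26) or at a threshold of 0.95. A biological difference between light and dark was not tested for single genes beyond the contrast.

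The paper does not compare the water-treated leaves of light-grown and etiolated seedlings on the arrays. In the separate-channel analysis 6030 probes differed between them at an absolute log2 difference of at least 1 and an adjusted p of at most 0.05, 3044 higher and 2986 lower in etiolated leaves. Between the arrays of 1 condition, at most 4.74% of probes were 2-fold apart in the water channel, against 32.0% to 33.8% between arrays of different conditions, which argues against differences between single arrays. Neither the labels nor the paper name a batch of RNA preparation, and none was tested. The growth of the seedlings in light or in dark is a biological difference that stays open and was not tested.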

How the results depend on the processing

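The alternatives were set before the data were examined, except the processed-signal ratio without loess, its combination with other choices, and the correlation over probes called in neither condition, which were chosen after seeing the data. No block for slide or scan was run, because all arrays lie on 1 slide scanned at once.

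Under the normexp background correction 271 probes were DEGs in light, 222 in dark, 60 in both and 500 in the contrast, the ratio of up to down in light was 2.35, R2 was 0.986 in light and 0.972 in dark, and 3875 probes differed between water channels. Tests without moderation gave 283, 236, 24 and 693, and a ratio of 1.29 in dark. The adjusted p gave 67, 48, 16 and 0, and ratios of 2.05 in light and 1.53 in dark. Median centring gave ratios of 1.88 in light, with 65.2% up, and 1.37 in dark, with 57.8% up. The ratio without loess moved the dark ratio of up to down to 0.909. With outlier spots kept, no moderation and a log2 ratio threshold of 0.95 as well, it gave 314 DEGs in light, 262 in dark and 28 in both. The cause was not tested. In the other settings that keep all arrays, the counts by fold and unadjusted p, and those between water channels, were within 1.5 times of the values at the claims. The counts after adjustment, taken at any fold, were not. They were 634 in light and 522 in dark with dim probes left out, and 0 in both with a replicate block.

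R2 was 0.205 in light and 0.214 in dark for the deposited normalized ratios, 0.201 and 0.214 for the log2 ratios, and 0.962 in dark for probes well above background. The responses in light and dark correlated across probes at 0.145. Over single pairs of arrays the correlation ranged from -0.00786 to 0.317, and over probes called in neither condition it was 0.0123.

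Leaving out each array in turn, with the lone array assumed to vary like the others, gave 799 to 1098 DEGs in light, 777 to 1468 in dark, 182 to 223 in both and 1241 to 2285 in the contrast. Both upper values in dark and in the contrast came without dark replicate 2. The ratio of up to down was 1.40 to 1.59 in light and 0.927 to 1.15 in dark. Between water channels 5199 to 6025 probes differed, with the correlation within spots taken from the fit of all arrays.

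The replicate number coincides with the dye flip. The deviations of the 2 replicates from their means correlated at 0.122 between light and dark over only 2 pairs, so a pairing of the arrays beyond the number and the dye orientation was not shown. With a replicate block 806 probes were DEGs in light, 763 in dark, 182 in both, 1452 in the contrast and 5530 between water channels, and the block changed no call of a named gene.

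Of 93 results for named genes and probes, 49 kept their direction and their side of the DEG threshold in all settings of the values, the model and the arrays, with the thresholds themselves left as they were. Of 1296 alternative values, 1240 kept both, 39 lost the call, 10 gained it and 7 changed sign. The normexp correction lost 18 calls and the test without moderation 16. Each of the 7 sign changes was of a value that was not a DEG. Without single replicates, IM1 LOC_Os04g57320 ranged from -0.34 to 0.66 in dark, YABBY LOC_Os04g45330 from -0.51 to 0.058 in dark, aquaporin LOC_Os02g44080 from -0.37 to 0.30 in dark, amino acid transporter LOC_Os07g04180 from -0.015 to 0.60 in dark and phospholipid-transporting ATPase LOC_Os05g01030 from -0.40 to 0.78 in light. Aquaporin LOC_Os02g44080 had 0.027 in dark under median centring. ZIP3 LOC_Os04g52310, near background in light, had -0.047 without loess. Signal over background limits the genes given as lower bounds, whose fold is not known.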

Differences from the paper's values

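The paper gives 303 DEGs in light and 249 in dark, and 803 and 759 probes were called here. Of the alternatives set before the data were examined, the normexp background correction (271 and 222) and the test without moderation (283 and 236) gave counts within 1.5 times of the paper's, and the others did not. Processed-signal ratios without loess, with outlier spots kept, no moderation and a log2 ratio threshold of 0.95, a combination chosen after seeing the values, gave 314 and 262.

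The paper splits its DEGs into 176 up and 127 down in light and 124 up and 125 down in dark, against 490 and 313 in light and 389 and 370 in dark here. The test without moderation gave 176 and 107 in light and 133 and 103 in dark, within 1.5 times of the paper's. The normexp correction gave 190 up in light and 111 up and 111 down in dark, within 1.5 times, and 81 down in light, which was not. The other alternatives set before the data were examined were not within 1.5 times. The combination chosen after seeing the values gave 187 and 127 in light and 140 and 122 in dark.

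The paper gives 33 DEGs common to light and dark, 270 exclusive to light and 216 exclusive to dark, against 181, 622 and 578 here. The test without moderation gave 24, 259 and 212, within 1.5 times of the paper's. The normexp correction gave 211 and 162 exclusive DEGs, within 1.5 times, and 60 common ones, which was not, and the other alternatives set before did not reach it. The combination chosen after seeing the values gave 28, 286 and 234. Of the common DEGs the paper has 21 up and 8 down, against 102 and 46 here. For those up, the test without moderation (18) and the adjusted p (14) were within 1.5 times, the others set before were not, and the combination chosen after seeing the values gave 20. For those down no setting was within 1.5 times, and the nearest were 5 with the combination chosen after seeing the values and 15 under the normexp correction.

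The paper states that nitrate regulates many more genes in light, and light had 1.06 times the DEGs of dark here. This ratio was 1.22 under the normexp correction and 1.20 without moderation, the settings with counts nearest to the paper's among those set before. It was 0.977 with dim probes left out and 0.980 without loess. The legend of Fig. 2 describes its coefficients as those of normalized ratios, and R2 of the log2 ratios was 0.201 in light and 0.214 in dark here, against 0.985 and 0.971 for the nitrate signals.

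In 1 sentence of its text the paper differs from its own Tables S4 and S5 for 3 genes, and the values here follow the tables, by which the probes were linked. The text places the zinc transporter LOC_Os04g52310 among genes up in light, and here it rose at least 1.89-fold in dark and was near background in light. The text places the plastid terminal oxidase LOC_Os04g57320 and the YABBY gene LOC_Os04g45330 among genes up in dark. Here the first had log2 ratios of 1.44 in light and 0.16 in dark, and the second rose at least 3.18-fold in light and had -0.23 in dark. The paper gives the LTP family protein as responding in light only, and it was also a DEG in dark here (1.13), though not under the normexp correction or without moderation. The paper gives bHLH120 as not detected in dark, and it was a DEG there (1.26), though not without moderation. The paper gives the nicotianamine transporter as not detected in light, and LOC_Os11g05390 was a DEG there (1.12), though not under the normexp correction or without moderation.

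The paper has the SPX gene down in both conditions, and LOC_Os02g10780 was not a DEG in light here (-0.99). It was one at a log2 ratio threshold of 0.95, with the log ratio of Feature Extraction, without light replicate 2, and without loess, which was chosen after seeing the values. The paper has go35 among genes down in both, and it was not a DEG in dark here (-0.97), except at a threshold of 0.95 or without dark replicate 2. The value of go35 in Table S5 (-0.98) is also short of a log2 ratio of 1 in size, so the difference is one of threshold. The paper has most transporters down in dark. Of the 15 loci held that MapMan places in transport, 8 decrease by the paper's values. That class is not the paper's own list of transporters in Table S10, which was not analysed. It leaves out some transporters, such as the auxin efflux carrier. In that passage the paper names classes of transporter without loci. Of the loci taken here for these classes, the zinc transporter and the ABC transporter LOC_Os11g05700 (1.15) rose, as in Table S5. The auxin efflux carrier LOC_Os06g12610 (-1.17) fell, also as in that table. The phospholipid-transporting ATPase was not a DEG (-0.98, and -0.97 in Table S5), except at a threshold of 0.95. The paper has water channel and amino acid transport genes up in light, and 1 of 2 and 1 of 2 loci so described in Table S4 were up here, as in that table.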

Other observations

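The test of a constant dye bias was chosen after its result was seen.

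The log2 ratios of light replicate 2 and dark replicate 2, both with nitrate in Cy3, correlated across probes at 0.317, and at 0.287 over probes called in neither condition. A dye bias of each probe that is the same on all arrays would make the 2 arrays with nitrate in Cy5 correlate as strongly, but they correlated at -0.00786. What the arrays with nitrate in Cy3 share was not found, and no biological explanation was tested.

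The peroxidase LOC_Os07g48030, which Tables S4 and S5 give with opposite signs, had a log2 ratio of 1.72 in dark here, a DEG by limma but not in the test without moderation, and was not well above background in either channel in light.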
